# Tyr-Trp administration facilitates brain norepinephrine metabolism and ameliorates a short-term memory deficit in a mouse model of Alzheimer’s disease

**DOI:** 10.1371/journal.pone.0232233

**Published:** 2020-05-04

**Authors:** Takashi Ichinose, Hiroyasu Murasawa, Tomoko Ishijima, Shinji Okada, Keiko Abe, Saki Matsumoto, Toshiro Matsui, Shigeki Furuya

## Abstract

The physiological actions of orally ingested peptides on the brain remain poorly understood. This study examined the effects of 39 orally administered synthetic Tyr-containing dipeptides on the enhancement of brain norepinephrine metabolism in mice by comparing the concentration of 3-methoxy-4-hydroxyphenylethyleneglycol (MHPG). Although Tyr-Tyr administration increased blood and cerebral cortex (Cx) Tyr concentrations the most, Tyr-Trp increased Cx MHPG concentration the most. The oral administration of Tyr-Trp ameliorated a short-term memory deficit of a mouse model of cognitive dysfunction induced by amyloid beta peptide 25–35. Gene expression profiling of mouse brain using a microarray indicated that Tyr-Trp administration led to a wide variety of changes in mRNA levels, including the upregulation of genes encoding molecules involved in catecholamine metabolism. A comparative metabolome analysis of the Cx of mice given Tyr-Trp or Tyr-Tyr demonstrated that Tyr-Trp administration yielded higher concentrations of Trp and kynurenine pathway metabolites than Tyr-Tyr administration, as well as higher L-dopa levels, which is the initial product of catecholamine metabolism. Catecholamines were not significantly increased in the Cx of the Tyr-Tyr group compared with the Tyr-Trp group, despite a marked increase in Tyr. Presumably, Tyr-Trp administration enhances catecholamine synthesis and metabolism via the upregulation of genes involved in Tyr and Trp metabolism as well as metabolites of Tyr and Trp. These findings strongly suggest that orally ingested Tyr-Trp modulates the brain metabolome involved in catecholamine metabolism and contributes to higher brain function.

## Introduction

With increasing life expectancy in Europe, the United States, and Japan, the risk of various aging-associated cognitive and physical dysfunctions is also on the rise. As a result of population aging, the number of patients with dementia has increased rapidly [1]. There are many types of dementia, including vascular dementia and dementia with Lewy bodies, but Alzheimer’s disease (AD) is particularly prevalent. This condition also affects cognitive function as it progresses, reducing not only the quality of life of the patient but also that of their caregiver. There are many hypotheses on the pathogenesis of AD, but its detailed molecular mechanism is unknown, and so no effective preventive or therapeutic measures have been established. The search for AD biomarkers in human AD brain and animal AD models via metabolome analysis using high-sensitivity mass spectrometry (MS) has identified many candidate molecules [2]. Among these candidates, decreased norepinephrine (NE), a key catecholamine neurotransmitter in the brain, has been suspected to be involved in the decline of cognitive function in patients with AD [3]; indeed, NE concentrations are decreased in postmortem AD brains [4,5]. Morphological observations have revealed noradrenergic fiber degeneration in the locus coeruleus of many postmortem AD brains [6,7]. These phenomena are thought to be closely related to the decline in cognitive function observed in patients with AD [8]. It has also been suggested that the onset of AD and abnormal central NE network function are highly correlated [9,10]. Thus, the enhancement of NE synthesis and metabolism as well as the maintenance of central NE function could contribute to the prevention and treatment of AD.

The amino acid tyrosine (Tyr) is a precursor of catecholamines, which are neurotransmitters associated with higher brain functions. Tyr availability in the body influences the synthesis and transmission of catecholamine neurotransmitters in the brain [11,12]. Indeed, the oral intake of Tyr contributes to enhanced cognitive performance under various forms of stress and may also improve mood [13,14]. Blood Tyr crosses the blood-brain barrier via L-type amino acid transporter 1 [15]. However, the metabolic fate of Tyr in proteins and peptides in the brain remains largely unexplored. The oral intake of peptides derived from soy protein increases blood aromatic amino acid concentrations more efficiently than the intake of amino acid mixtures of the same composition [16]. Therefore, the intake of Tyr-containing peptides may result in efficient Tyr absorption and enhanced catecholamine synthesis and metabolism in the brain.

We previously showed that Ser-Tyr dipeptides have high permeability in a human intestinal epithelial cell model and lead to marked increases in 3-methoxy-4-hydroxyphenylethyleneglycol (MHPG) levels and accelerated NE turnover ([MHPG + normetanephrine {NM}] / NE) in the brain after oral intake [17]. MHPG is a metabolite of NE. We compared Ser-Tyr, Ile-Tyr, and Tyr-Pro dipeptides, and found that even if a dipeptide contained Tyr, the degree of its effect on brain NE synthesis and metabolism varied according to the amino acid that Tyr was combined with. Thus, it is plausible that a comprehensive evaluation of Tyr-containing dipeptides might identify peptides that could effectively enhance NE synthesis and metabolism in the brain. Therefore, in the present study, to gain an insight into the regulation of brain NE synthesis and metabolism by Tyr-containing dipeptides, we compared 39 Tyr-containing dipeptides in terms of their MHPG-producing effect in the brain. Tyrosine-tryptophan (Tyr-Trp or YW) was found to be the most effective dipeptide at increasing MHPG concentrations. In addition, we investigated the effect of chronic Tyr-Trp administration on short-term memory in AD model mice. We also conducted DNA microarray analysis using samples from AD model mice that had performed behavioral tests. Furthermore, we performed metabolome analysis to evaluate the Tyr-Trp-specific mechanism for enhanced NE synthesis and metabolism. The present study indicated that the oral administration of Tyr-Trp specifically enhanced brain NE synthesis and metabolism and ameliorated a memory deficit in a mouse model of cognitive dysfunction caused by amyloid beta (Aβ) peptide 25–35.

## Materials and methods

### Ethics approval

All of the animal experiments in this study followed the Standard Relating to the Care and Management of Laboratory Animals and Relief of Pain (Notice No. 88, Ministry of the Environment, Government of Japan). All experiments were reviewed and approved by the Animal Experiment Committee of Kyushu University (Permit No. A19-333) and Nihon Bioresearch, Inc.

### Chemicals and reagents

In total, 39 different Tyr-containing dipeptides for Tyr and NE concentration analysis were purchased from the Peptide Institute, Inc. (Osaka, Japan). Tyr-Trp for animal behavioral tests was synthesized using the 9-fluorenylmethoxycarbonyl-solid phase synthesis method with Respep SL (Intavis Bioanalytical Instruments AG, Köln, Germany). Specially prepared reagent-grade Tyr was purchased from Nacalai Tesque, Inc. (Kyoto, Japan). Distilled water, methanol, acetonitrile, and formic acid, all of liquid chromatography–mass spectrometry (LC-MS) grade, were purchased from Merck Co. (Darmstadt, Germany). All other reagents were analytical grade and used without further purification.

### Animals and treatments for Tyr and NE concentration analysis

Male C57BL/6 mice at 8 weeks of age were purchased from Charles River Laboratories Japan, Inc. (Kanagawa, Japan). They were maintained in a pathogen-free animal facility (25°C ± 1°C) with a 12-h light/12-h dark cycle and provided with CE-2 chow (CLEA Japan, Inc., Tokyo, Japan) and water *ad libitum*.

The mice were divided into 41 groups (*n* = 3 per group) and administered one of the 39 Tyr-containing dipeptides (1 mmol kg^-1^) dissolved in saline, Tyr alone, or saline (Vehicle) alone (20 mL kg^-1^) by oral gavage. Cerebral cortex (Cx) samples were collected at 30 min after oral ingestion and stored at −80°C. Serum samples were prepared by centrifuging blood at 10,000 × *g* for 10 min at 4°C after standing for 1 h at 4°C and then stored at −20°C.

### Animals and treatments for animal behavioral tests

Male ddY mice at 10 weeks of age (SLC, Inc., Shizuoka, Japan) were housed in a room with controlled lighting (12-h light/12-h dark) and constant temperature (25°C) and provided with a moderate-fat diet (Oriental Yeast Co., Ltd., Tokyo, Japan) and water *ad libitum*.

The mice were divided into 3 groups (*n* = 10 per group): Sham group, which received saline administration and distilled water injection; Aβ group, which received saline administration and Aβ peptide 25–35 injection; and Aβ+YW group, which received Tyr-Trp administration and Aβ peptide 25–35 injection. Tyr-Trp was orally administered (100 mg kg^-1^ day^-1^, twice a day), starting 7 days before Aβ peptide injection. The other groups received oral administration of saline (5 mL kg^-1^).

Aβ peptide 25–35 (Peptide Institute, Inc.) was dissolved in distilled water (final concentration 2 mM) and incubated at 37°C for 96 h. Intracerebroventricular injection was performed as described previously with some modification. Briefly, each mouse was anesthetized using an intraperitoneal injection of pentobarbital in saline and a subcutaneous injection of levobupivacaine, and placed in a stereotaxic frame (Narishige, Inc., Tokyo, Japan). A 28-gauge needle was inserted at the following position: 1 mm right of the midline, 0.2 mm posterior, and at a depth of 2.5 mm from the bregma. Aβ peptide 25–35 solution (3 μL, 6 nmol) was injected intracerebroventricularly at a rate of 1 μL/min using a syringe pump. The needle was kept in place for an additional 3 min and then withdrawn.

### Animals and treatments for metabolome analysis

C57BL/6 mice at 8 weeks of age were purchased from Charles River Laboratories Japan, Inc. (Kanagawa, Japan). They were maintained in a pathogen-free animal facility (25°C ± 1°C) with a 12-h light/12-h dark cycle. They were provided with CE-2 chow (CLEA Japan, Inc.) and water *ad libitum*.

The mice were divided into two groups (*n* = 7) and each group was administered Tyr-Trp or Tyr-Tyr (1 mmol kg^-1^) dissolved in saline by oral gavage. The Cx was collected at 30 min after oral ingestion and stored at −80°C.

### Tyr concentration analysis in serum or Cx

The samples were homogenized individually in 5 volumes of water and centrifuged at 20,000 × *g* for 20 min at 4°C. Proteins in the supernatant were removed by adding a 1/10 volume of 60% perchloric acid. The Tyr concentration of the supernatants was determined with high-performance liquid chromatography-MS (Waters Corp., Milford, MA) using an Intrada Amino Acid column (Imtakt, Kyoto, Japan).

### NE and NE metabolites concentration analysis

The Cx was homogenized in 5 volumes of ice-cold 0.2 M perchloric acid containing 0.1 mM EDTA⋅2Na (Dojindo Molecular Technologies, Inc., Kumamoto, Japan) and 10 μL of 10 μg μL^−1^ isoproterenol. The mixture was centrifuged at 20,000 × *g* for 15 min at 4°C. Then, 200 μL of the supernatant was mixed with 35 μL of 0.2 M sodium acetate and filtered through a membrane filter (0.22 μm; Merck Millipore, Burlington, MA). The HTEC-500 system was used for reverse-phase chromatographic analysis (Eicom Co., Ltd., Kyoto, Japan) and consisted of an Eicompack SC-5ODS column (3 mm φ × 150 mm; Eicom Co., Ltd.) and a graphite carbon working electrode (Eicom WE-3G; 12 mm φ) with an Ag/AgCl reference electrode. Electrochemical detection potential was set at +750 mV for the working electrode.

### Behavioral testing

Mouse behavioral testing was performed as described by Kobayashi et al. [18]. A Y-maze (YUNIKOMU Co., Ltd., Gifu, Japan) test was performed at 6 days after intracerebroventricular injection to assess the working memory of the mice. Room light was controlled and maintained between 10–40 lx. The maze consisted of polyvinyl plastic and had three arms (395 mm deep, 120 mm high, 45 mm wide at the bottom and 100 mm wide at the top) at angles of 120°. The mice were placed at the end of one arm and allowed to move freely for 7 min. The sequence of arm entries was counted manually to calculate the total number of entries, and the spontaneous alternation ratio was calculated as follows: (number of spontaneous alterations) / (number of total entries − 2) × 100. The test was performed by a person blinded to group assignment.

### DNA microarray analysis

Total RNA was isolated from each Cx sample using TRIzol (Thermo Fisher Scientific, Waltham, MA) and subsequently purified with an RNeasy Mini Kit (Qiagen, Hilden, Germany) and RNase-Free DNase Set (Qiagen), according to the manufacturers’ protocols. Total RNA quality and quantity were assessed by agarose gel electrophoresis and spectrophotometry.

DNA microarray analysis was performed on Cx samples from a total of 15 mice (*n* = 5 each from the Sham, Aβ, and Aβ+YW groups) by choosing average individuals from each group on the basis of the spontaneous alternation ratio.

For each sample, biotinylated single-stranded cDNA was synthesized from 100 ng total RNA using a GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific). The cDNAs were subsequently hybridized to a Clariom S Mouse Array (Thermo Fisher Scientific). The arrays were washed and labeled with streptavidin–phycoerythrin using a GeneChip Hybridization, Wash, and Stain Kit and Fluidics Station 450 system (Thermo Fisher Scientific). Fluorescence was detected using a GeneChip Scanner 3000 7G (Thermo Fisher Scientific).

For DNA microarray analysis, Affymetrix GeneChip Command Console software was used to reduce the array images to the intensity of each probe (CEL files). The CEL files were quantified using the Factor Analysis for Robust Microarray Summarization algorithm (quantile normalization, qFARMS) [19] and the Robust Multi-array Average [20] with the statistical packages R [21] and Bioconductor [22]. Probe sets found to be differentially expressed in the Aβ group vs. Sham group or Aβ+YW group vs. Aβ group were identified according to the rank products method [23] for qFARMS-normalized data using R. The fold change values for the probe sets between the groups were calculated using Robust Multi-array Average-normalized data. Because qFARMS principal component analysis showed that one sample (G1.2) in the Sham group was located very far from the other samples (S1 Fig), this sample was omitted from further analysis (S2 Fig). The results of statistical analysis of the spontaneous alternation ratio were not changed by omitting G1.2 (data not shown). Probe sets that showed a false discovery rate <0.05 were considered to be differentially expressed genes (DEGs). Gene-annotation enrichment analysis between the Aβ and Aβ+YW groups was then performed using the web tool Database for Annotation, Visualization, and Integrated Discovery 6.8 (DAVID; http://david.abcc.ncifcrf.gov/) with Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. KEGG pathways with a Benjamini-Hochberg false discovery rate <0.05 were regarded as significantly enriched according to the developer’s protocol [24].

### Targeted metabolome analysis

Each Cx was homogenized in 5 volumes of ice-cold water and 10 μL of 100 μmol μL^−1^ 2-morpholinoethanesulfonic acid as an internal standard. The mixture was centrifuged at 20,000 × *g* for 5 min at 4°C. The supernatant was filtered with an ultrafiltration filter (Amicon Ultra 0.5 Centrifugal Filter Unit Ultracel-3; Sigma-Aldrich, St. Louis, MO) at 15,000 × *g* for 30 min at 4°C. The filtrate was passed through a solid phase extraction centrifuge column (MonoSpin C18; GL Sciences, Inc., Tokyo, Japan) and passed through a membrane filter (0.22 μm; Merck Millipore).

Metabolome analysis was performed with the Nexera X2 system (Shimadzu Corp., Kyoto, Japan) equipped with two LC-30 AD pumps, a DGU-20A_5R_ degasser, an SIL-30 AC autosampler, a CTO-20 AC column oven, and a CBM-20A control module, coupled with an LCMS-8060 triple quadrupole mass spectrometer (Shimadzu Corp.). A pentafluorophenylpropyl column (Discovery HS F5, 150 × 2.1 mm, 3 μm; Sigma-Aldrich) was used to separate metabolites and was maintained at 40°C. The injection volume was 2 μL. Mobile phase A was 0.1% formic acid water, while mobile phase B was 0.1% formic acid acetonitrile. Targeted metabolites and the internal standard (2-morpholinoethanesulfonic acid) were eluted with a linear gradient starting at 5% mobile phase B and progressing to 100% mobile phase B in 20 min; the conditions were kept at 100% mobile phase B for 5 min, after which the column was equilibrated to the starting conditions from 25 to 30 min. The electrospray ionization source parameters were as follows: interface temperature 300°C, desolvation line temperature 250°C, heating block temperature 400°C, nebulizing gas flow rate 3 L/min, heating gas flow rate 10 L/min, drying gas flow rate 10 L/min, interface voltage for positive mode +4.5 kV, interface voltage for negative mode -3.5 kV, and collision-induced dissociation gas pressure 230 kPa. Targeted metabolites and the internal standard were measured using multiple reaction monitoring in either positive or negative ion mode with the complete optimized target list shown in S1 Table. Peak detection, integration, and quantification were performed with Lab Solutions Analysis Software (Shimadzu Corp.). The relative ratios of metabolite peak areas to the peak areas of the internal standard were used for statistical analyses. When the metabolome data were analyzed, orthogonal projections to latent structure discriminant analysis (OPLS-DA) was carried out and OPLS-DA score plots and loading S-plots were generated using SIMCA software (Umetrics AB, Umea, Sweden).

### Statistical analysis

The results are expressed as the mean ± standard error of the mean (S.E.M.). NE, NE metabolites, and NE turnover were analyzed using one-way analysis of variance followed by Dunnett’s test for *post hoc* analysis. Behavioral testing was analyzed using one-way analysis of variance followed by Tukey’s honestly significant difference test for *post hoc* analysis. All analyses were carried out with SPSS (IBM, Armonk, NY), and *p*-values <0.05 were considered significant.

## Results

### Tyr-Trp administration effectively increases MHPG concentration and NE turnover in the Cx

Thirty-nine Tyr-containing dipeptides, Tyr alone, or physiological saline were administered, and then blood and brain Tyr concentrations and brain MHPG concentrations were measured after 30 min. The blood concentration of Tyr, which is a precursor of catecholamines, was highest for Tyr-Tyr administration (Fig 1A). Similarly, the brain concentration of Tyr was also highest for Tyr-Tyr (Fig 1B). MHPG concentration, the main metabolite of NE in the Cx, was the highest following Tyr-Trp administration (Fig 1C). NE metabolic turnover ([MHPG + NM] / NE) was high in the Tyr-Trp and Tyr-Tyr groups (Fig 1D). Tyr-Trp administration resulted in the highest values of NM and MHPG (S3 Fig). NE concentration in the Cx of the Tyr-Trp group was 1.5 times higher than that of the Tyr-Tyr group (S3 Fig). That is, Tyr-Trp seemingly increased NE synthesis and metabolism.

**Fig 1:**
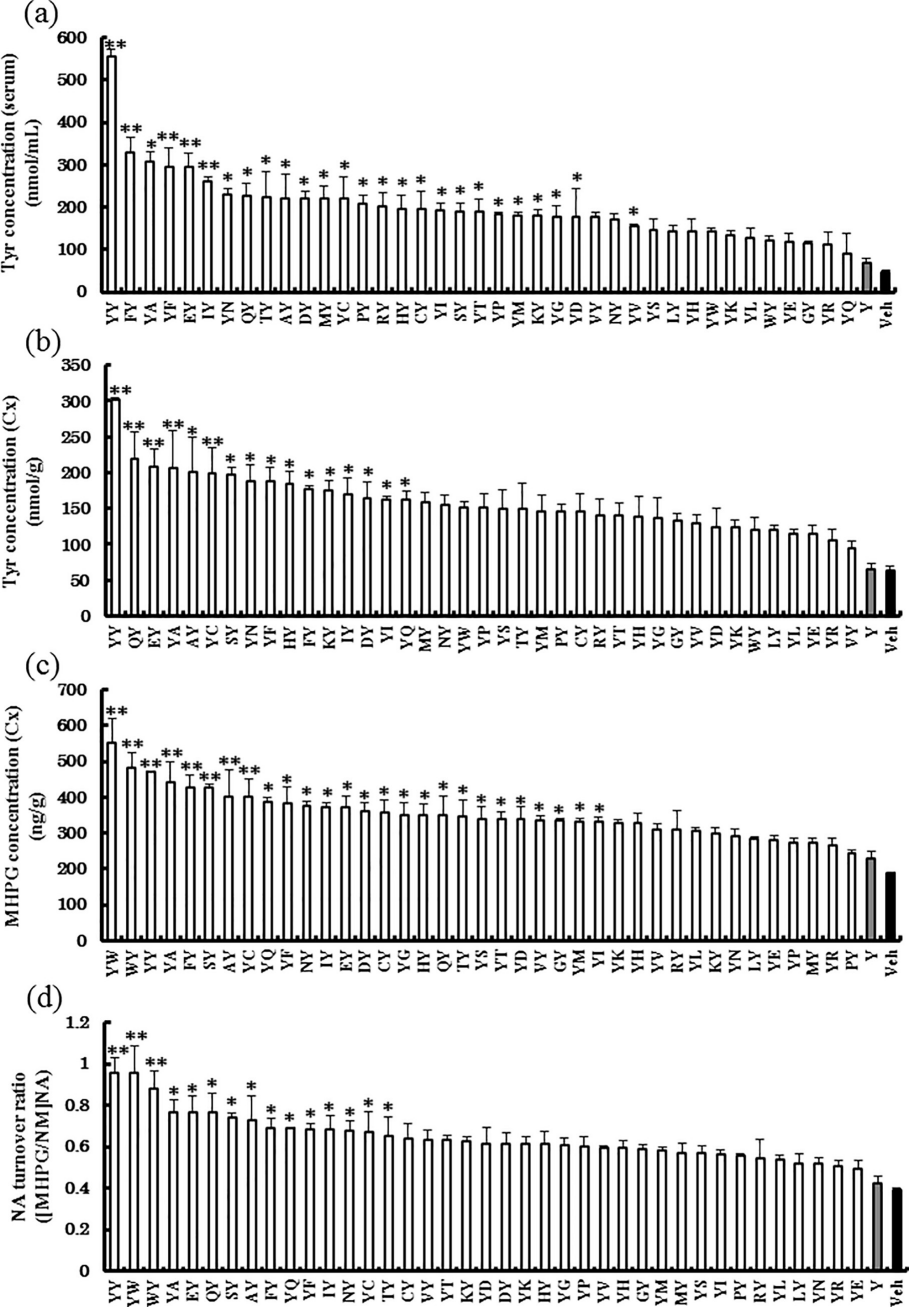
Effects of the oral administration of 39 Tyr-containing dipeptides, Tyr alone, and Vehicle on Tyr concentration in serum and cerebral cortex (Cx), and on 3-methoxy 4-hydroxyphenylglycol (MHPG) concentration in the Cx. (a) Tyr concentration in serum at 30 min after oral administration. (b) Tyr concentration in the Cx at 30 min after oral administration. (c) MHPG concentration in the Cx at 30 min after oral administration. (d) Norepinephrine turnover ratio at 30 min after oral administration. Values are means ± S.E.M. (*n* = 3). Differences between groups were analyzed using one-way analysis of variance followed by Dunnett’s test. *p < 0.05, **p < 0.001 vs. Vehicle.

We found a positive correlation between MHPG concentration and brain Tyr concentration for most of the dipeptides tested, including Tyr-Tyr (*y* = 0.9387*x* + 201.06, *r* = 0.571; Fig 2). However, the Tyr-Trp and Trp-Tyr groups plotted at positions away from this correlation. Tyr-Trp in particular plotted farthest from the regression line with a Euclidean distance of 223.02, while Trp-Tyr plotted a little closer with a Euclidean distance of 179.43.

**Fig 2:**
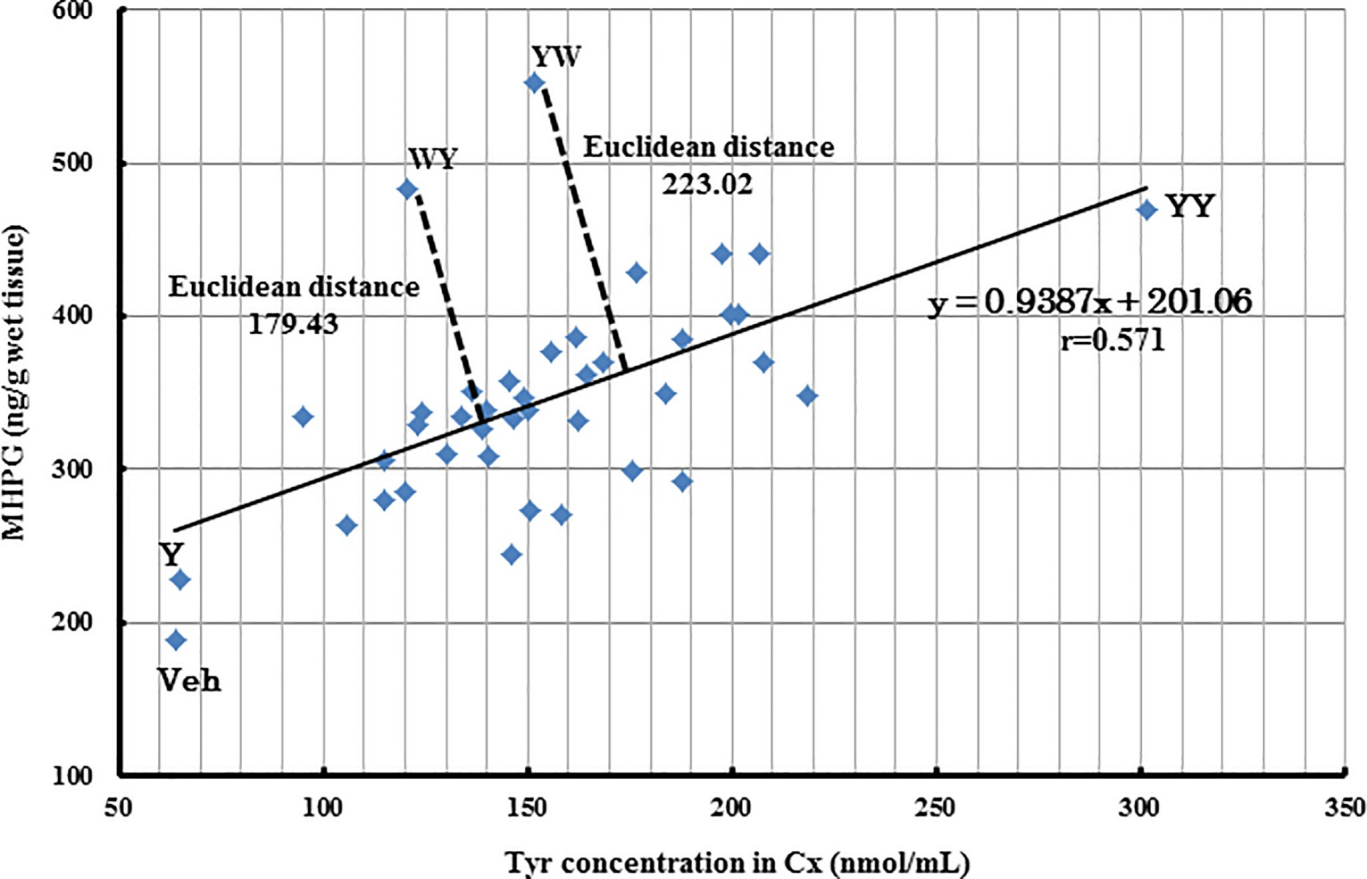
Relationship between MHPG and Tyr concentrations in the cerebral cortex (Cx).

### Tyr-Trp intake ameliorates the short-term memory impairment observed in AD model mice

Using the Y-maze test, we investigated whether Tyr-Trp ameliorates the short-term memory impairment observed in our AD model mice, which we created using intraventricular administration of Aβ peptide 25–35. There was no difference in the total number of arm entries between the groups (Fig 3A), that is, no difference was found in spontaneous behavior between the groups. In addition, there was no difference in spontaneous alternation behavior between the groups (Fig 3B). However, the spontaneous alternation rate was lower in the Aβ group than in the Sham group, indicating short-term memory impairment in these animals (Fig 3C).

**Fig 3:**
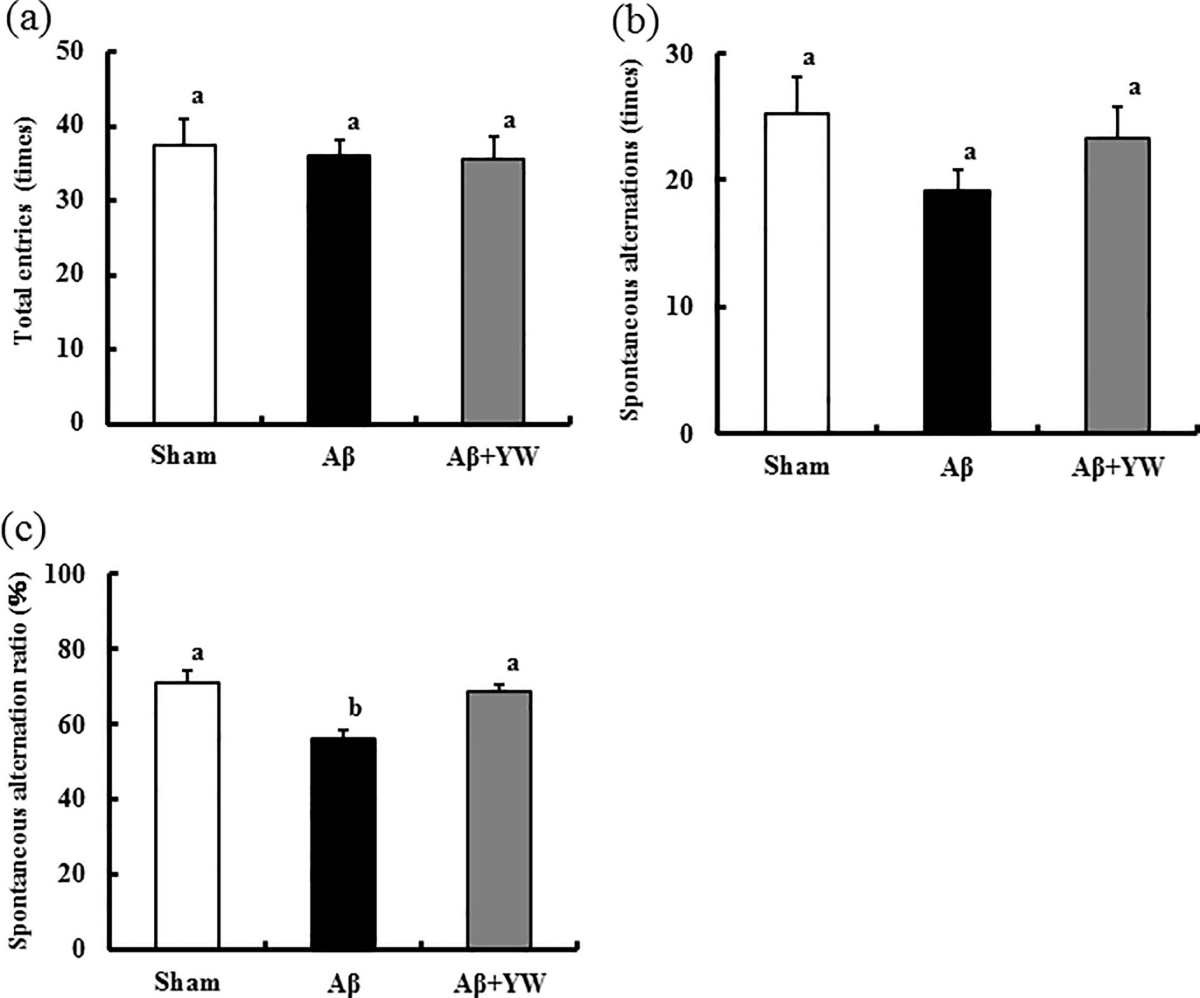
Effect of Tyr-Trp oral administration on the results of the Y-maze test. (a) Number of total entries in the Y-maze test. (b) Number of spontaneous alternations. (c) Spontaneous alternation ratio. Values are means ± S.E.M. (*n* = 10). Differences between groups were analyzed using one-way analysis of variance followed by Tukey’s honestly significant difference test. Columns with different letters indicate significant differences at p < 0.05.

Tyr-Trp administration caused a significant improvement in the short-term memory impairment of the Aβ group (Fig 3C, compare the Aβ group with the Aβ+YW group). There was no statistical difference between the Aβ+YW and Sham groups. These results indicate that the chronic oral administration of Tyr-Trp ameliorated the short-term memory dysfunction caused by Aβ peptide 25–35 (Fig 3C).

### DNA microarray analysis of mRNA expression in AD model mice

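RNA of the cerebral cortex (Cx) was measured on Clariom S Mouse arrays in male ddY mice, an outbred stock, with 1 array per mouse. The arrays analysed here come from 4 Sham mice, 5 mice injected with Aβ peptide (Aβ group) and 5 mice that also received Tyr-Trp by mouth, at 100 mg per kg per day from 7 days before the injection (Aβ+YW group). Arrays are named by their group and the replicate number in GEO's labels. The labels conflict for Aβ array 1, whose source name says sham operation, and for Aβ+YW array 1, whose source name says Aβ injection. The titles were followed, since the columns of S1 File and the numbers of samples per group give the same groups as the titles. The authors normalized the probe intensities by quantiles and summarized them by Factor Analysis for Robust Microarray Summarization (qFARMS), and they deposited 1 log2 value for each of 22206 probe sets on each array. The omitted Sham array named G1.2 in the methods is not used here, since every column equals a different retained array of S1 File to within rounding. S1 File lists 847 of the 848 DEGs that its own sheet of counts gives. FARMS moves a probe set whose probes do not vary together to nearly the same value on all arrays. An SD under 0.05 over the 14 arrays was found for 21453 probe sets (96.6%), which are called flat, and the other 753 are called varying. Group means were compared with limma over all probe sets and over the varying ones alone, and with rank products, the method named in the study. The number of mice limits the precision of each difference.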

To elucidate the molecular mechanism underlying the specific action of Tyr-Trp on the brain of the AD model mice, we conducted DNA microarray analysis of mRNA expression in the Cx of the Sham, Aβ, and Aβ+YW groups. 

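In the Cx of the Aβ group, Pfn1, which encodes the actin-binding protein profilin 1, rose above the Sham group by 0.40 on the log2 scale (standard error 0.0748, adjusted p = 0.0125 from limma over the varying probe sets). Atxn2, which encodes the RNA-binding protein ataxin-2, rose by 0.37 (standard error 0.0595, adjusted p = 0.00915 from limma), and all 5 Aβ arrays lay above all 4 Sham arrays for both genes. Pla2g4e, a phospholipase gene, rose by 0.60 (standard error 0.181, adjusted p = 0.0482 from limma), and Sh3bgrl3, R3hdm4, Rtn4rl2, Cuta and Wdr83os rose by between 0.37 and 0.53. Rmrp, the RNA component of an enzyme that processes ribosomal RNA, fell by 0.63 (standard error 0.156, adjusted p = 0.0259 from limma). The transcript 2900060B14Rik fell by 0.52, and Cops9, a subunit gene of the COP9 signalosome, by 0.24. Each of these 11 genes lay on the same side of the Sham mean in 5 of 5 Aβ arrays. Over the 753 varying probe sets, 51 were higher and 36 lower in the Aβ group at an adjusted p under 0.05 from limma, against 105 and 91 at an unadjusted p under 0.05. Over all 22206 probe sets limma called 0, with 749 higher and 622 lower at an unadjusted p under 0.05. Alg3, AI593442, Slc50a1 and Vps33b, with differences of 0.31, 0.26, 0.30 and 0.22, and Cisd1 and Apc, with -0.17 and -0.09, did not pass there, each at an adjusted p of 0.0546. The flat probe sets of Olfr1208 and Rps3a1 had the same adjusted p at differences of 2.29e-05 and -3.56e-05, and Fau and Prdm6 did not pass at -1.83e-05 and -1.96e-05. Rank products at a false discovery rate under 0.05 called 340 probe sets higher and 334 lower, 1 of them in both directions, and 129 of the 673 called were flat. With the flat probe sets left out before ranking, 2 were called higher and 3 lower. That removes most of the probe sets that are ranked, so fewer calls follow from the method and decide nothing about the varying ones. The 87 limma calls became 25 without Sham array 2 (18 higher and 7 lower) or without Sham array 4 (21 and 4), 28 without Aβ array 1 (22 and 6) or without Aβ array 4 (23 and 5), 34 without Aβ array 2 (27 and 7), 54 without Aβ array 5 (38 and 16) and 70 without Sham array 3 (52 and 18). They rose to 115 without Sham array 1 (60 and 55) and 107 without Aβ array 3 (50 and 57). The lower calls thus varied more than the higher ones when 1 of these arrays was left out. With the replicate number as a block 23 were called (17 and 6), with only the Aβ and Sham groups fitted 10 (8 and 2), and with array weights 143 (76 and 67).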

We found that Aβ treatment induced the upregulation of 281 genes and downregulation of 291 genes (false discovery rate < 0.05), when compared with the Sham group (Table 1). 

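Activity-regulated early genes, which neurons switch on when they fire, had lower values in the Aβ+YW group than in the Aβ group. Of 25 such genes, 11 varied, and 10 of the 11 were lower with Tyr-Trp, by a mean of -0.19 on the log2 scale (-0.25 to -0.14 with each array left out). Nr4a3 and Egr1, both transcription factor genes, differed by -0.31 (standard error 0.0799) and -0.32 (standard error 0.0921), and Egr2 by -0.27 (standard error 0.0929), with n = 5 mice per group. These 3 were lower when adjusted over the list alone, at adjusted p values of 0.0207, 0.0207 and 0.0481 from limma, while 0 passed over all varying genes. Vgf, a gene for a secreted neuropeptide precursor, differed by -0.11 between Aβ+YW and Aβ and was higher by 0.16 in the Aβ group than in the Sham group (standard error 0.0499, adjusted p = 0.0477 from limma over the varying genes, with 1 value per gene, and 0.0523 over the varying probe sets). The list as a whole was lower by camera (adjusted p = 2.46e-06), and this call was lost with an estimated correlation (adjusted p = 0.318). None of the 10 list calls made by camera in the 3 comparisons held with an estimated correlation. Bhlhe40, Egr3 and Prrt1, with differences of -0.24, -0.21 and -0.16, did not pass in limma over the varying probe sets (adjusted p = 0.330 each). The flat probe sets of Midn, at -0.0135, and of 4933436I01Rik, Erich1, Olfr1410 and Gm16404, at between -1.86e-05 and -1.68e-05, did not pass over all probe sets. Between the Aβ+YW and Aβ groups limma called 0 varying probe sets, with 41 higher and 31 lower at an unadjusted p under 0.05, and 0 of all probe sets, with 640 and 506. By rank products, 386 probe sets were higher and 318 lower in the Aβ+YW group, 6 of them in both directions. Once the flat ones were left out, which removes most of the ranked probe sets and so lowers the count by itself, 13 were called. Both higher in Aβ than in Sham and lower in Aβ+YW than in Aβ were 181 probe sets by rank products. Independent lists of these sizes would share 4.87, and simulated groups without any difference that share the Aβ arrays gave a median of 75 (95th percentile 209). Splits of the Aβ arrays into 2 and 3 that share no array gave a median of 21.5. A split comparison holds fewer Aβ arrays, and independent lists of the sizes called there would share a median of 0.573. Arrays given other group labels reached 181 or more in 14 of 100 regroupings, the real one included. These probe sets name 156 genes, 8 of them activity-regulated (Fisher's exact test, two-sided, p = 1.35e-11, and p = 3.64e-04 among varying genes alone, with an adjusted p of 0.00825 over the lists), and in 13 of 100 regroupings the first p was as small. Genes of cortical projection neurons were also lower in Aβ+YW than in Aβ for 5 of 5 varying members, by a mean of -0.19 (-0.25 to -0.15 with each array left out). The lowest means of the activity-regulated genes over an array, relative to all arrays, were those of Aβ+YW arrays 4 and 1, at -0.22 and -0.18, the 2 arrays with the highest means of thalamic genes, at 0.59 and 0.43. With region marker components as covariates camera still called the list (adjusted p = 5.82e-06, in a range of 5.82e-06 to 0.798 over 7 alternatives). These markers include flat ones, scaled to the same variance as the rest, so the components need not follow region content closely.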

Among the upregulated genes, the expression of 153 genes was significantly suppressed in the Aβ+YW group compared with the Aβ group. In contrast, the expression of 179 of the downregulated genes in the Aβ group was significantly restored in the Aβ+YW group. 

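Hypothalamic genes were among those called lower in the Aβ group and higher in the Aβ+YW group by rank products. Of 16 measured hypothalamic genes, mostly neuropeptides, 8 varied, and all 8 were lower in Aβ than in Sham, by a mean of -0.30 on the log2 scale, and higher in Aβ+YW than in Aβ, by a mean of 0.39. The arrays of each group lay far apart, with list values, relative to all arrays, of 0.58 and 0.37 on Sham arrays 2 and 4 against -0.36 and -0.29 on the other 2. Without Sham array 2 the mean between Aβ and Sham was -0.13 and without Aβ array 2 it was -0.45, and between Aβ+YW and Aβ it ran from 0.27 to 0.54. Avp, the vasopressin gene, differed between Aβ+YW and Aβ by 0.70 (standard error 0.333, n = 5 mice per group), Trh by 0.29, Cartpt by 0.16 and Irs4 by 0.11. None of them passed in limma, and the list did not pass in camera (adjusted p = 0.322). Striatal genes were higher in Aβ+YW than in Aβ for 11 of 11 varying members, by a mean of 0.42, and the list rose by camera (adjusted p = 0.00138), which was lost with an estimated correlation (adjusted p = 0.581). Aβ array 1 carried much of this, with a list value of -0.90, and without it the mean was 0.24 and the call was lost (adjusted p = 0.0926 by camera). Rgs9 differed by 0.70 (standard error 0.333), Pde10a by 0.39, Gpr6 by 0.29 and Rarb by 0.28, and none of the 11 passed alone. Between Aβ and Sham the mean of the striatal members was -0.11, and 0.07 without Aβ array 1. Cerebellar genes differed by means of 0.18 between Aβ and Sham and -0.21 between Aβ+YW and Aβ, and without Aβ array 5, where Gabra6 was high, by -0.00148 and -0.02. Thalamic genes were higher for 4 and lower for 3 between Aβ and Sham, and higher for 7 of 7 between Aβ+YW and Aβ, by a mean of 0.16 that was 0.03 without Aβ+YW array 4. Genes of the choroid plexus were higher in Aβ+YW than in Aβ for 5 of 5 varying members of 11 measured, by a mean of 0.55 (0.44 to 0.76 with each array left out). Folr1, with 0.62, Clic6, with 0.44, and Kcnj13, with 0.31, passed in limma when adjusted over that list alone (adjusted p = 0.0387 each) but not over the varying genes, with 1 value per gene (adjusted p = 0.438 each), and the list did not pass in camera (adjusted p = 0.108, in a range of 0.00798 to 0.941 over 7 alternatives). Cfap126, a gene of motile cilia, differed by 0.40 (standard error 0.0726), was higher in 5 of 5 Aβ+YW arrays than in any Aβ array, and missed the threshold in limma over the varying probe sets (adjusted p = 0.0708). Lcn2, an acute-phase gene, differed by 1.59 (standard error 0.438), Cd59a by 0.48 and Ifitm2 by 0.23, without passing. The flat probe sets of Gml, Myom3, Fut1 and Prdm6 had differences of between 1.83e-05 and 2.15e-05 and did not pass. Lower in Aβ than in Sham and higher in Aβ+YW than in Aβ were 209 probe sets by rank products, where independent lists would share 5.81. Simulated groups without any difference gave a median of 48 (95th percentile 153). Arrays given other group labels reached 209 or more in 2 of 100 regroupings, the real one included. That share is not adjusted for the number of such tests and was chosen after the results had been seen. Splits of the Aβ arrays gave a median of 125.5, where independent lists of the sizes called there would share a median of 3.77. In the same direction in both comparisons were 61 higher and 31 lower. These probe sets name 171 genes, of which the hypothalamic list held 7 (Fisher's exact test, two-sided, p = 3.77e-11, and p = 2.88e-04 among varying genes alone) and the striatal list 4 (p = 5.33e-06, and p = 0.476). Regrouped arrays gave a p as small in 9 of 100 regroupings for the first list and in 38 of 100 for the second. Across probe sets, which are not independent replicates, the fold changes of the 2 comparisons correlated at -0.642 with a covariance of -9.07e-04. The simulated groups had a median correlation of -0.471 and a mean covariance of -3.28e-04 (5th percentile -9.66e-04), so the value of the data lies within their range, and the split Aβ arrays a mean of -5.38e-04 and a median correlation of -0.348.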

KEGG pathway enrichment analysis demonstrated that the 153 DEGs suppressed in the Aβ+YW group showed the significant enrichment of 7 KEGG pathways (Table 1, S2 Table). The top ranked pathway was “Chemokine Signaling” (mmu04062), which includes chemokine (C-C motif) ligand 19 (*Ccl19*) and 27 (*Ccl27*) (S2 Table). In contrast, 3 KEGG pathways were significantly enriched in the 179 DEGs restored in the Aβ+YW group. 

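Ccl19, a chemokine gene whose product guides T cells and dendritic cells, had a log2 value of 7.09 ± 0.510 (SD, n = 4) in the Sham group, 7.51 ± 0.745 (SD, n = 5) in the Aβ group and 6.96 ± 0.414 (SD, n = 5) in the Aβ+YW group, as the mean of its 6 probe sets. The difference between Aβ and Sham was 0.42 (exact permutation test, two-sided, p = 0.373) and that between Aβ+YW and Aβ was -0.55 (exact permutation test, two-sided, p = 0.183). Neither difference had a p under 0.05 in that test. By probe set the differences ran from 0.21 to 0.58 and from -0.74 to -0.31, and rank products called all 6 higher and then lower. Ccl27a, which encodes a skin-homing chemokine and is the gene measured as Ccl27, had 11.33 ± 0.112 (SD, n = 4) in Sham, 11.40 ± 0.156 (SD, n = 5) in Aβ and 11.30 ± 0.0706 (SD, n = 5) in Aβ+YW. It differed by 0.07 between Aβ and Sham (exact permutation test, p = 0.468) and by -0.10 between Aβ+YW and Aβ (exact permutation test, p = 0.262). Its false discovery rates by rank products were 0.0133 for higher in Aβ and 0.00519 for lower in Aβ+YW. Of 38 chemokines, all measured, only Ccl19, Ccl27a, Ccl9 and Cx3cl1 varied, and limma called 0, adjusted over all genes, over the varying genes or over the list alone, with 0 of the 4 at an unadjusted p under 0.05. Camera gave the list adjusted p values of 0.343 and 0.645 for the 2 comparisons, with means of 0.08 and -0.07 over the 4 varying members. Ccl19 and Ccl27a were the 2 chemokines that rank products called higher and then lower (Fisher's exact test, two-sided, p = 0.0370, adjusted p = 0.152 over the lists). A p as small was reached in 22 of 100 regroupings of the arrays. The probe set of Ccl27a is numbered next to a Ccl19 probe set of chromosome 4, and the test takes the 2 genes as separate members. The 5 arrays highest for Ccl19 were Sham array 1, Aβ arrays 1, 2 and 5 and Aβ+YW array 1, between 7.69 and 8.34, and the other 9 lay between 6.60 and 6.91. The same 5 arrays were the highest for 14 of the other varying probe sets, where chance would give 0.373 if probe sets were independent. Of these, 5 have no gene name and 9 carry 7 gene names, Fam205a1, Fam205a2, Fam205a3, Fam205a4, Gm3893, Gm20878 and Gm21953, all on chromosome 4 of GRCm38.p6. With 2 components of the markers of 8 other brain regions as covariates, the difference of Ccl19 between Aβ+YW and Aβ turned to 0.20. These markers include flat ones.

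**Figure D1:**
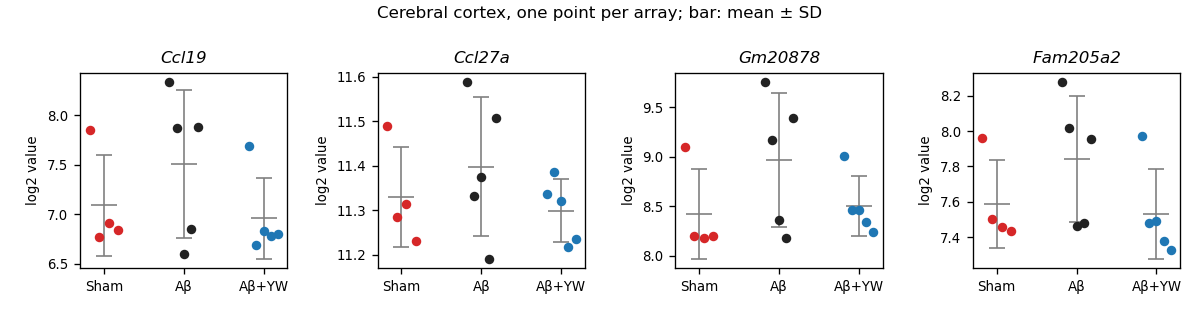
Log2 value per array of Ccl19, Ccl27a, Gm20878 and Fam205a2 in the Sham (n = 4), Aβ (n = 5) and Aβ+YW (n = 5) groups, with 1 point per array and bars for the mean ± SD. For Ccl19, 5 arrays lie at 7.69 or above and 9 at 6.91 or below, and each group holds arrays of both kinds.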

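Genes of ribosomal proteins were lower in the Cx of the Aβ group than in that of the Sham group. Of 80 such genes, 56 were measured and 24 varied, and 22 of the 24 were lower, by a mean of -0.16 on the log2 scale (-0.19 to -0.15 with each array left out). Of the varying members 13 fell and 0 rose at an adjusted p under 0.05 from limma over the varying genes, with 1 value per gene. This count was 1 without Sham array 4, 2 without Sham array 2, 3 without Aβ array 1, 2 or 4 and 18 without Aβ array 3, and it was 3 with the replicate number as a block and 1 when only the 2 groups were fitted. Over the varying genes 20 were lower when adjusted over the list alone. Over all genes 0 passed, with 30 lower and 1 higher when adjusted over the list alone. Rpl9 fell by 0.48 (standard error 0.0939, adjusted p = 0.0130 from limma over the varying probe sets), Rps15 by 0.38 (adjusted p = 0.0221), Rps27rt by 0.34, Rpl35a by 0.30 and Rps14 by 0.30 (adjusted p = 0.0191), and all 5 Aβ arrays were below all 4 Sham arrays for each. Rpl19 and Rps16 fell by 0.14 and 0.16, and Rpl15, with -0.11, did not pass over the varying genes. Rpl23a was at 9.56 ± 0.0575 (SD, n = 4) in Sham, 9.36 ± 0.0914 (SD, n = 5) in Aβ and 9.42 ± 0.0553 (SD, n = 5) in Aβ+YW. It was lower by 0.20 in Aβ than in Sham (exact permutation test, two-sided, p = 0.0238) and higher by 0.06 in Aβ+YW than in Aβ (exact permutation test, two-sided, p = 0.238). Rpl31 differed by -0.14 (exact permutation test, p = 0.0317) and then by 0.04 (exact permutation test, p = 0.333). Rpl26 differed by -0.18 (exact permutation test, p = 0.143) and by 0.01 (exact permutation test, p = 0.897). Camera called the list lower in Aβ than in Sham (adjusted p = 4.59e-23), which was lost with an estimated correlation (adjusted p = 0.0724) and held by fry (adjusted p = 0.0186). Between the Aβ+YW and Aβ groups, 21 of the 24 varying members were higher, by a mean of 0.04, and limma called 0, adjusted over all genes or over the list alone, with 0 of the 24 at an unadjusted p under 0.05. Rpl35 differed by 0.07, Rps24 and Rpl19 by 0.05 and Rplp1 by 0.08. Camera called the list higher in this comparison (adjusted p = 0.00545), but not with an estimated correlation (adjusted p = 0.551), by fry (adjusted p = 0.527), without Aβ array 4 (adjusted p = 0.0915) or without Aβ+YW array 5 (adjusted p = 0.0882), and region markers as covariates turned its direction (adjusted p = 0.904). In the Aβ+YW group the list was still lower than in the Sham group, by a mean of -0.12, with Rpl9, Rps14 and Rpl41 past the threshold. In all, 5 varying probe sets were called lower in that comparison, and 1 without Sham array 4 or Aβ+YW array 3. None were with only the 2 groups fitted or the replicate block, but 13 were with array weights and 52 with the region markers as covariates. Rank products called 20 of the 56 genes lower in Aβ and higher in Aβ+YW, and 17 of the 24 varying ones. The enrichment of the list had p = 1.38e-27 (Fisher's exact test, two-sided), but a p as small was reached in 6 of 100 regroupings of the arrays. Genes of oxidative phosphorylation were lower in Aβ than in Sham for 10 of 12 varying members of 73 measured, by a mean of -0.11 (-0.14 to -0.07 with each array left out). Adjusted over the list alone, 8 were lower and 2, Atp5g2 and Atp5d, higher in limma. Over the varying genes limma called 5 lower and 0 higher, Atp5j2 at -0.16 (standard error 0.0396, adjusted p = 0.0214), Uqcrh at -0.19, Uqcrb at -0.22, Cox7b at -0.17 and Ndufb4 at -0.18 (adjusted p from 0.0345 to 0.0477), of which Ndufb4 did not pass over the varying probe sets (adjusted p = 0.0523), and 0 were called without Sham array 2 or 4 or Aβ array 2 or 4. The list did not pass in camera (adjusted p = 0.0574, in a range of 0.0105 to 0.941 over 7 alternatives), and between Aβ+YW and Aβ its mean was 0.02. Markers of cell types also differed between Aβ and Sham, with camera calling genes of cortical projection neurons higher (5 of 5 varying members, mean 0.18) and those of astrocytes lower (3 of 3, mean -0.11), and neither call held with an estimated correlation.

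**Figure D2:**
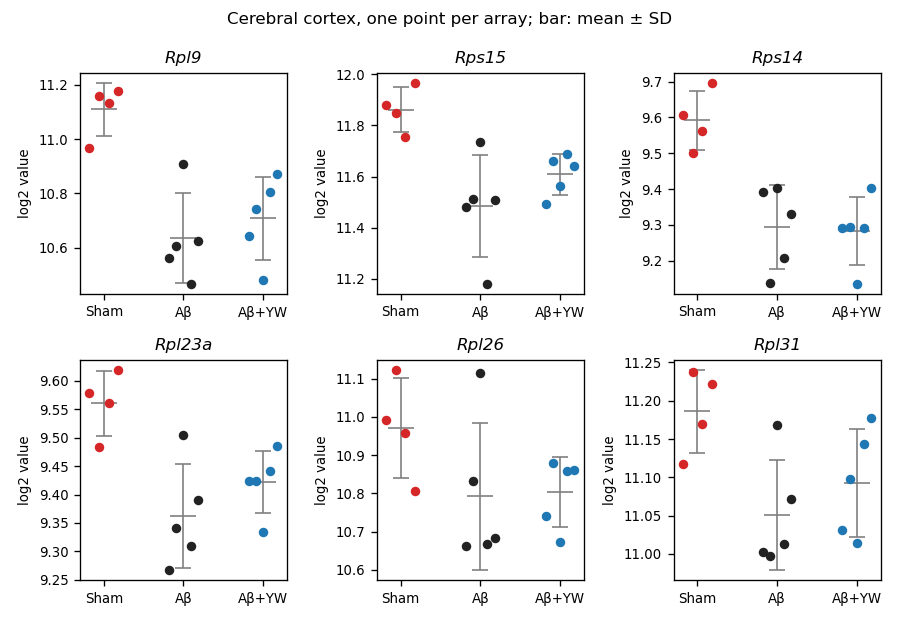
Log2 value per array of Rpl9, Rps15, Rps14, Rpl23a, Rpl26 and Rpl31 in the Sham (n = 4), Aβ (n = 5) and Aβ+YW (n = 5) groups, with 1 point per array and bars for the mean ± SD. All Aβ arrays lie below all Sham arrays for Rpl9, Rps15 and Rps14.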

The top 3 pathways of these DEGs were “Ribosome” (mmu03010), “Cocaine Addiction” (mmu05030), and “Dopamine Synapse” (mmu04728) (Table 1, S3 Table). 

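Th, which encodes the rate-limiting enzyme of catecholamine synthesis, had a log2 value of 7.82 ± 0.711 (SD, n = 4) in the Sham group, 7.52 ± 0.595 (SD, n = 5) in the Aβ group and 8.15 ± 0.698 (SD, n = 5) in the Aβ+YW group. It was lower by 0.30 in Aβ than in Sham (exact permutation test, two-sided, p = 0.492) and higher by 0.63 in Aβ+YW than in Aβ (exact permutation test, two-sided, p = 0.151). Ddc, whose product turns L-dopa into dopamine, had 7.16 ± 0.364 (SD, n = 4), 6.96 ± 0.255 (SD, n = 5) and 7.26 ± 0.402 (SD, n = 5) in the same order. The 2 differences of Ddc were -0.20 (exact permutation test, p = 0.270) and 0.30 (exact permutation test, p = 0.175). Drd2, a dopamine receptor gene, had 7.54 ± 0.479 (SD, n = 4), 7.45 ± 0.957 (SD, n = 5) and 8.16 ± 0.261 (SD, n = 5). Between Aβ and Sham it differed by -0.09 (exact permutation test, p = 0.873), and between Aβ+YW and Aβ by 0.70 (exact permutation test, p = 0.135). The difference of Drd2 between Aβ+YW and Sham was 0.61 (exact permutation test, p = 0.0476). This was among 27 such tests, run without adjustment on 9 genes named in the study. In these tests Rpl23a and Rpl31 also had a p under 0.05. None of the 3 genes passed in limma between Aβ+YW and Aβ (adjusted p = 0.468, 0.473 and 0.468 over the varying probe sets, with the means of genes that have several probe sets added). Rank products gave Th a false discovery rate of 0.00165 for lower in Aβ and Ddc one of 0.00707, and gave 0 for Th and 3.45e-04 for Ddc as higher in Aβ+YW. For Drd2 these were 0.00365 for higher in Aβ, 0.0534 for lower in Aβ and 0 for higher in Aβ+YW. On 6 arrays Th was between 8.15 and 8.72, and these were Sham arrays 2 and 4, Aβ array 2 and Aβ+YW arrays 1, 4 and 5. On the other 8 it lay between 7.04 and 7.79. Drd2 was lowest on Aβ array 1, at 5.93.

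**Figure D3:**
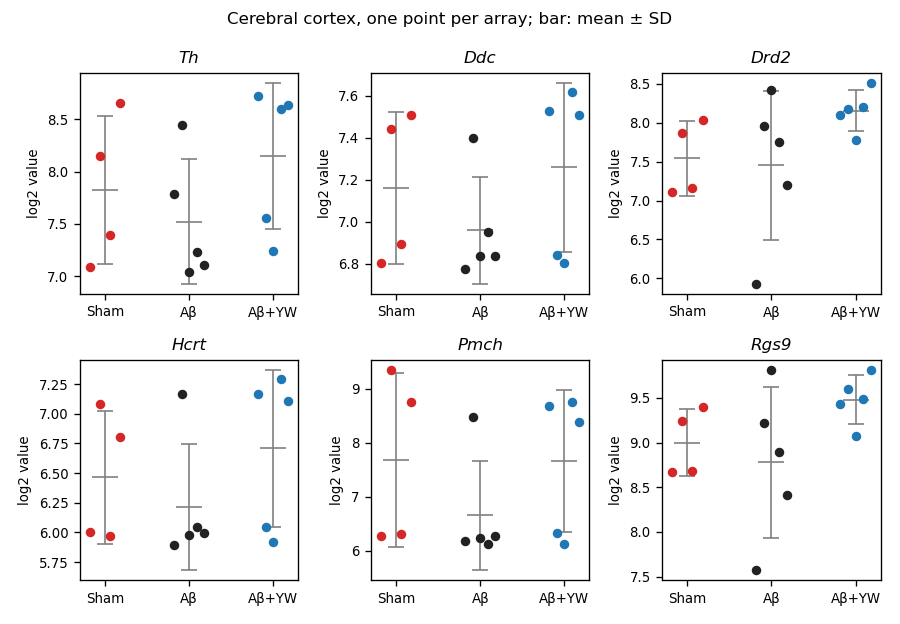
Log2 value per array of Th, Ddc, Drd2, Hcrt, Pmch and Rgs9 in the Sham (n = 4), Aβ (n = 5) and Aβ+YW (n = 5) groups, with 1 point per array and bars for the mean ± SD. Hcrt and Pmch are hypothalamic neuropeptide genes and Rgs9 a striatal gene. Th, Hcrt and Pmch are high on 2 Sham, 1 Aβ and 3 Aβ+YW arrays.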

The Cocaine Addiction and Dopamine Synapse pathways include tyrosine hydroxylase (*Th*), L-dopa decarboxylase (*Ddc*), and dopamine receptor D2 (*Drd2*), which are involved in the catecholamine biosynthetic pathway and dopaminergic transmission (S3 Table).

**Table 1:** Significant KEGG pathways detected by analyzing every differentially expressed gene (DEG) in Alzheimer’s disease model mice.

Aβ group compared with Sham group	Aβ+YW group compared with Aβ group	The number of DEGs	KEGG pathway (Benjamini-Hochberg FDR<0.05)
Upregulation 281 genes	Downregulation	153	• Chemokine signaling pathway • Retrograde endocannabinoid signaling • Nicotine Addiction • GABAergic synapse • Morphine addiction • Cytokine-cytokine receptor interaction • MAPK signaling pathway
Not Change 21634 genes	-	-	-
Downregulation 291 genes	Upregulation	179	• Ribosome • Cocaine addiction • Dopaminergic synapse
Total 22206 genes	-	Total 332	-

### Metabolome analysis reveals a distinct effect of Tyr-Trp on brain catecholamine metabolism

The present microarray and pathway enrichment analysis suggested the involvement of catecholamine metabolism and/or its neuronal signaling in the effect of YW treatment. 

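Of 10 measured genes of catecholamine synthesis and metabolism, Th, Ddc and the transporter genes Slc6a3 and Slc18a2 varied. All 4 had lower means in Aβ than in Sham, by -0.28 on the log2 scale on average, and higher means in Aβ+YW than in Aβ, by 0.50 on average. The average between Aβ and Sham was -0.07 without Sham array 4 and -0.47 without Aβ array 2, and the direction in camera turned without Sham array 2 or 4 or Aβ array 1 or 4. That between Aβ+YW and Aβ ran from 0.39 to 0.69 with each array left out. Slc6a3 differed by 0.80 (standard error 0.525) between Aβ+YW and Aβ and Slc18a2 by 0.29 (standard error 0.169), with n = 5 mice per group. None passed in limma, adjusted over all genes or over the list alone, and 0 of the 4 had an unadjusted p under 0.05. Camera gave the list adjusted p values of 0.897 and 0.267. Of 7 measured catecholamine receptor genes, Drd1 and Drd2 varied, with a mean difference of 0.51 between Aβ+YW and Aβ, and 0.25 without Aβ array 1 (adjusted p = 0.755 by camera). Drd1 differed by 0.32 (standard error 0.190). Between Aβ and Sham their mean difference was -0.07, and 0.20 without Aβ array 1, while camera, over all 7, gave the direction up (adjusted p = 0.684). Rank products called the 4 varying synthesis genes and 0 receptor genes lower in Aβ and higher in Aβ+YW (Fisher's exact test for the 4 of 10, two-sided, p = 1.15e-06, and p = 0.00340 among varying genes alone), with the first p reached in 10 of 100 regroupings of the arrays. The 6 arrays highest for Th were also the 6 highest for 51 other varying probe sets. Independent probe sets would give fewer than 1 by chance, but probe sets that vary together give more. The same 6 arrays are those with scores above 0 on the first principal component of all probe sets. The 51 probe sets include Hcrt, Pmch, Avp, Oxt and Trh, neuropeptides of the hypothalamus, beside Ddc, Slc6a3 and Slc18a2. Pmch lay between 8.39 and 9.36 on the 6 arrays and between 6.12 and 6.32 on the other 8. With 2 components of region markers outside the dopamine and catecholamine lists as covariates, the difference between Aβ+YW and Aβ went to 0.34 (standard error 0.354) for Th, to 0.04 (standard error 0.118) for Ddc and to -0.39 (standard error 0.226) for Drd2. From Th, Ddc and Drd2 in pathways enriched among the DEGs restored in the Aβ+YW group, the paper proposes that catecholamine metabolism or its neuronal signaling takes part in the effect of Tyr-Trp.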

To elucidate the molecular mechanism underlying the effect of Tyr-Trp administration on brain metabolomes, we carried out comparative metabolomics analysis of Tyr-Trp- and Tyr-Tyr-treated Cx because this comparison could delineate which metabolomes are specific to Tyr-Trp. OPLS-DA clearly distinguished the Tyr-Tyr and Tyr-Trp groups (Fig 4A). Furthermore, a loading S-plot (Fig 4B) revealed that Trp, kynurenine, nicotinamide adenine dinucleotide (NAD), and L-dopa were among the substances that were specifically augmented by Tyr-Trp (S4 Table). Tyr was specifically augmented by Tyr-Tyr administration (S4 Table). L-dopa was not augmented by Tyr-Tyr, even though its precursor Tyr was.

**Fig 4:**
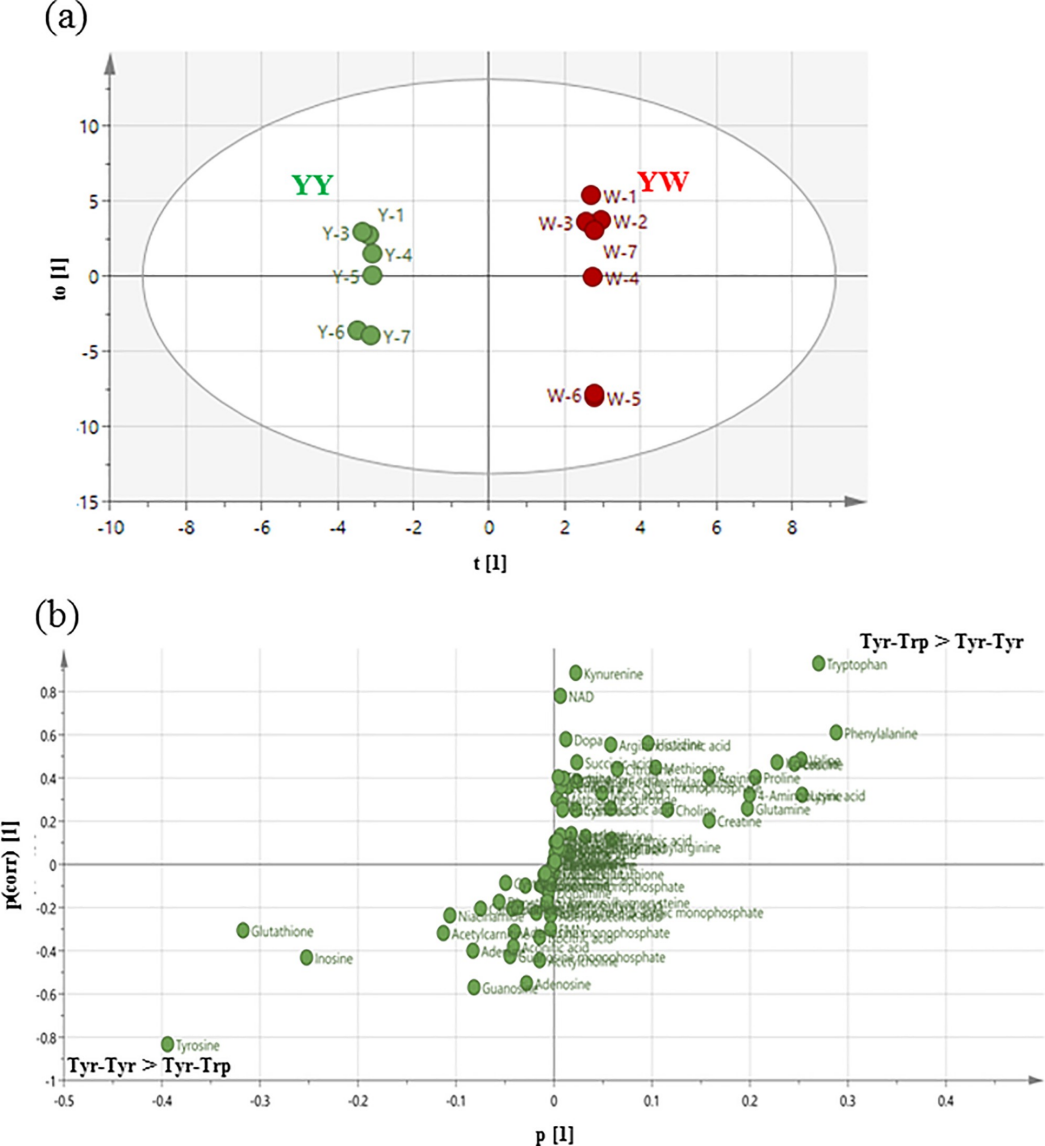
Metabolome analysis of Tyr-Trp vs. Tyr-Tyr. (a) Score plot of orthogonal projections to latent structure discriminant analysis and (b) loading S-plot of orthogonal projections to latent structure discriminant analysis derived from liquid chromatography–mass spectrometry/mass spectrometry data sets (Tyr-Trp vs. Tyr-Tyr).

## Discussion

Recent studies have identified regulatory activities of various oligopeptides generated from food proteins in functions of peripheral tissues [25,26,27]. Clinical studies have demonstrated that the peptides generated from food proteins exert a beneficial effect on the central nervous system and improves cognitive function [28,29].

We have reported that the oral administration of Ser-Tyr, a Tyr-containing dipeptide sequence frequently found in glycinin and β-conglycinin, which are the main storage proteins in soybean, may improve brain function by promoting NE synthesis and metabolism in the brain [17]. Although a comparison of Ser-Tyr, Ile-Tyr, and Tyr-Pro suggested that the non-Tyr amino acid in Tyr-containing dipeptides influences the production of MHPG in the brain, a comprehensive understanding of how Tyr-containing dipeptides affect brain NE metabolism has not been established. Thus, in this study, we compared the effect of 39 Tyr-containing dipeptides on promoting MHPG production to investigate the mechanism of exogenous Tyr-containing dipeptide action in the brain. We found that Tyr-Trp was the most potent of the Tyr-containing dipeptides in increasing brain MHPG and the NE metabolic turnover rate (Fig 1C and 1D). Surprisingly, all Tyr-containing dipeptides were more effective in increasing blood and brain Tyr levels as well as MHPG than the same quantity (mol) of Tyr alone (Fig 1B and 1C). This is the first comprehensive analysis to show that brain Tyr availability is affected by the amino acid to which Tyr is bound as a dipeptide. Ito *et al*. performed an *in vitro* evaluation of the affinity of the peptide transporter hPEPT2 (solute carrier family 15 [oligopeptide transporter], member 1 [SLC15A1]) for dipeptides. They also found a high affinity for Tyr-Trp, even though the Tyr-Trp dipeptide consists of two highly hydrophobic amino acids [30]. SLC15A1 also showed high affinity for other Tyr-containing dipeptides, and thus they are presumably well-absorbed in the intestines. These reports suggest that the higher affinity of Tyr-Trp for SLC15A1 leads to its efficient absorption in the intestines. Since oral administration of each of Tyr-containing dipeptides resulted in a significant increase in Tyr in the serum and brain (Fig 1), a certain amount of Tyr-Trp is likely to be digested to Tyr and Trp after the absorption in the intestines. Then, the resultant amino acids are transported into the brain across the blood-brain barrier probably via LAT1 and/or other amino acid transporters. After entering the brain, Tyr and Trp are likely to contribute differentially to the catecholamine metabolism and higher function.

Previous studies demonstrated that NE network dysfunction occurs in the early phase of AD etiology and is associated with declining cognitive function [6,7]. Different types of AD model mice have been created using the administration of molecules and gene recombinant technologies [31]. Among these, the learning and memory impairment model induced by the intraventricular injection of Aβ peptide is one of the most widely used AD models. Our findings showed that the short-term memory impairment observed in these AD model mice was ameliorated by Tyr-Trp intake, which was the most effective Tyr-containing dipeptide for increasing MHPG concentration and NE turnover (Fig 3C). In our protocol, the mice were given Tyr-Trp for a total of 2 weeks, that is, the week before Aβ peptide injection and the week after injection and before the Y-maze test. Thus, it is plausible that Tyr-Trp administration worked by preventing the onset of AD induced by Aβ peptide injection, suppressing AD progression, or both.

DAVID analysis of the microarray data identified enriched canonical pathways that are potentially relevant to the observed ameliorating effect of Tyr-Trp administration on the behavioral deficit of AD model mice (Tables 1, S2 and S3). The present pathway analysis demonstrated that the Chemokine Signaling pathway including *Ccl19* and *Ccl27* was highly enriched in the DEGs upregulated in the Cx of the Aβ group, but suppressed by YW in the Cx of the Aβ group. *Ccl27* has chemoattractant properties for memory T cells and is constitutively expressed in the brain [32], whereas its pathobiological functions in the brain remain largely unexplored. In contrast, *Ccl19* is upregulated in the brain of patients with multiple sclerosis and seems to contribute to the pathological maintenance of immune cells in damaged brain regions [33], although its levels are not simply associated with inflammation in these patients. Taken together, the significant enrichment of the Chemokine Signaling pathway in DEGs suppressed by YW in the Cx of the Aβ group strongly suggests that YW treatment ameliorates pathogenic immune reactions in the brain treated with Aβ peptide 25–35.

Ribosome was the top-ranked KEGG pathway enriched in the DEGs downregulated in the Cx of the Aβ group compared with the Sham group and upregulated by YW in the Aβ group. Impaired ribosomal function and the reduced expression of ribosomal components including ribosomal proteins such as RPL23A, RPL26, and RPL31 are observed in postmortem brains of AD patients [34,35]. The KEGG pathways of Cocaine Addiction and Dopamine Synapse were the 2nd and 3rd most relevant pathways enriched in the same DEGs. Both pathways contain *Th*, *Ddc*, and *Drd2*. It has been considered that dysfunction of the dopamine system has a causal relationship with the behavioral deficits seen in AD patients [36]. Indeed, the reduced expression of *TH* and *DRD2* in the postmortem brain of AD patients is consistent with this notion [37,38]. Although the mechanistic link between Tyr-Trp treatment and the increased expression of these genes remains largely unknown, these observations suggest that Try-Trp may exert a protective or preventive function against the reduced expression of ribosomal proteins and dopamine synthetic enzymes/receptors caused by the Aβ peptide.

Focusing on Trp metabolism, we identified *Qdpr*, which encodes Dhpr mRNA, as a significantly upregulated gene in the Aβ+YW group compared with the Aβ group (no significant difference between the Aβ and Sham groups, data not shown). 

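Qdpr, which encodes the enzyme that regenerates tetrahydrobiopterin, the cofactor of tyrosine hydroxylase, was at a log2 value of 9.26 in all 3 groups. Its SD was 8.20e-05 in the Sham group (n = 4), 1.05e-04 in the Aβ group (n = 5) and 7.92e-05 in the Aβ+YW group (n = 5), so its probe set is flat. The difference between Aβ+YW and Aβ was 1.37e-04 (exact permutation test, two-sided, p = 0.0635), that between Aβ and Sham -6.81e-05 (exact permutation test, p = 0.349) and that between Aβ+YW and Sham 6.91e-05 (exact permutation test, p = 0.262). Qdpr had an adjusted p of 0.923 from limma over all probe sets between Aβ+YW and Aβ. By rank products its false discovery rate was 0.0205 for higher in Aβ+YW than in Aβ and 0.363 for lower in Aβ than in Sham.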

Dhpr catalyzes the generation of BH_4_, which acts as a cofactor of Th. Thus, increased Trp metabolism by Tyr-Trp administration might enhance DA and NE synthesis via the enhanced supply of BH_4_ to Th.

Many Tyr-containing dipeptides showed a positive correlation with MHPG and Tyr concentrations in the Cx (Fig 2). However, Tyr-Trp and Trp-Tyr were distributed away from the regression line, especially Tyr-Trp. Although Tyr-Tyr was the most effective dipeptide in increasing the concentration of Tyr in the Cx, Tyr-Trp was the most effective in increasing the concentration of MHPG in the Cx. This suggests that the increase in brain Tyr concentration is not necessarily the most important factor in increasing brain MHPG levels, but other factors are also involved. In addition, we found that Trp metabolism might affect brain NE synthesis and metabolism, which is interesting because the most characterized role for Trp in brain function thus far has been as a precursor to serotonin. Tyr-Trp might promote brain NE synthesis and metabolism via a mechanism that is linked to Trp metabolism. To verify this, we performed brain metabolome analysis to compare the effects of Tyr-Trp and Tyr-Tyr. Our results indicated that after Tyr-Trp was digested to amino acids (Tyr and Trp) in the blood, Tyr functioned as a catecholamine precursor, while Trp contributed to the supply of NAD (Fig 5), which is probably generated via the kynurenine pathway. Because Trp is also metabolized to acetyl CoA via 2-amino-3-carboxymuconic semialdehyde [39], NAD and acetyl CoA enter the citric acid cycle to produce NADH, which functions as a coenzyme for Dhpr in the metabolism of quinonoid dihydrobiopterin to BH_4_ [40]. Through this metabolic pathway, Trp administered as Tyr-Trp increases brain NAD production, which contributes to effective BH_4_ formation and consequently supplies the coenzyme to Th, which is involved in the synthesis of catecholamines by converting Tyr to L-dopa. Because the rate-limiting enzyme in the metabolism of catecholamine from Tyr is Th [41], Tyr-Trp intake presumably promoted NE synthesis and metabolism by supplying the catecholamine precursor Tyr and the Th coenzyme BH_4_ (Fig 5). Indeed, Tyr-Tyr did not increase brain MHPG as much as Tyr-Trp (Fig 1C) and scored lower than the Vehicle group for NE (S3 Fig), even though it increased the concentration of Tyr in the brain more than the other Tyr-containing dipeptides (Fig 1B). Although Tyr-Tyr effectively increased blood and brain Tyr concentrations and promoted NE metabolism, it presumably did not promote NE synthesis because of the shortage of Th coenzyme BH_4_. Tyr-Trp intake led to high concentrations of L-dopa, MHPG, and NM (Figs 4B and 1C and S3 Fig) as well as higher NE concentration compared with the Vehicle group (S3 Fig). Presumably, Tyr-Trp administration facilitated NE synthesis and metabolism by simultaneously providing Tyr and BH_4_ via Trp metabolism, as predicted by metabolome analysis. Metabolome analysis of postmortem brains has indicated abnormal Tyr metabolism in AD patients [42,43]. From the aforementioned pathway, Tyr-Trp administration presumably inhibits the onset and progression of AD by supplying the coenzyme to Th, the rate-limiting enzyme of Tyr metabolism. Details of the Tyr metabolism-regulating effect of Tyr-Trp should become clearer by observing the effect of Tyr-Trp administration on Th activity.

**Fig 5:**
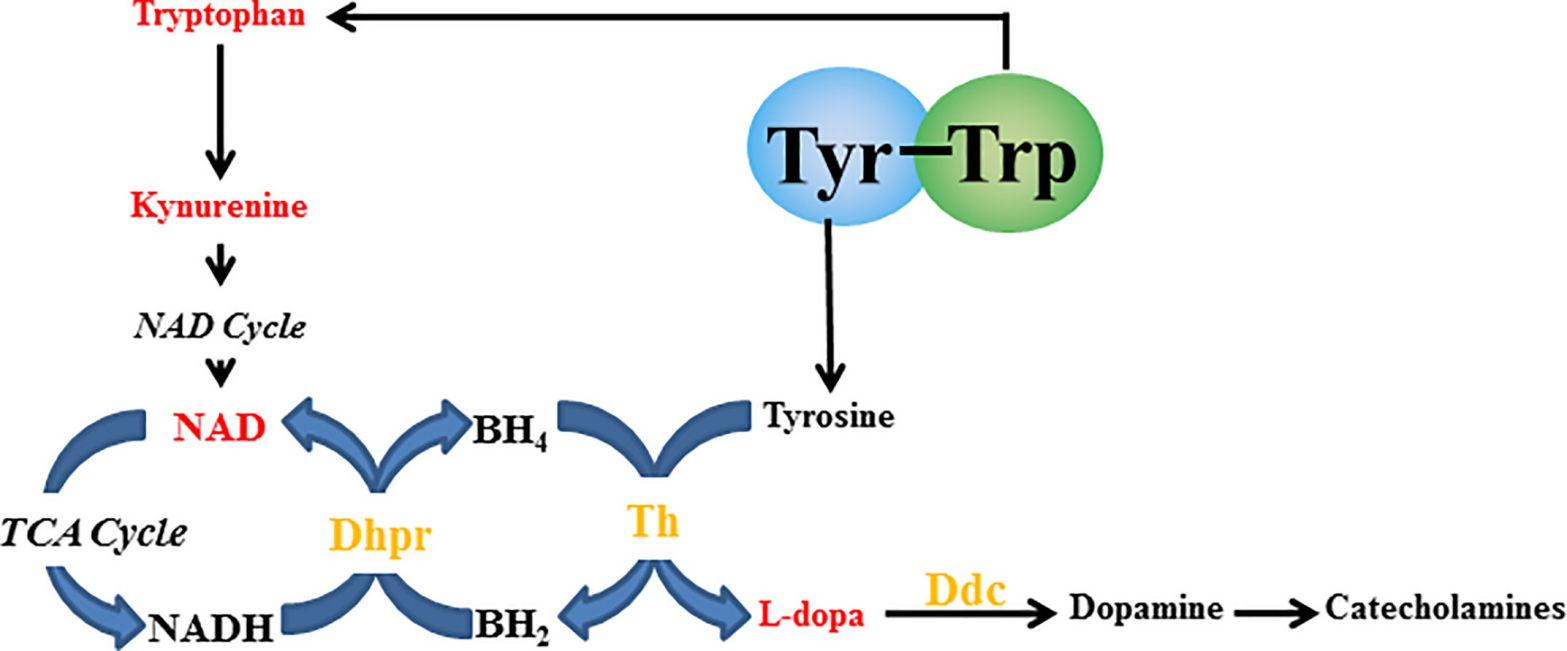
Prediction of the specific Tyr-Trp mechanism of norepinephrine synthesis and metabolism. Red indicates metabolites or materials detected by the loading S-plot in the Tyr-Trp group. Yellow indicates the enzymes detected by DNA microarray analysis. Dhpr, quinoid dihydropteridine reductase; Th, tyrosine hydroxylase; Ddc: dopa decarboxylase.

This study demonstrated that among the Tyr-containing dipeptides, Tyr-Trp promoted NE synthesis and metabolism the most. Chronic Tyr-Trp administration ameliorated the short-term memory impairment of AD model mice. The present DNA microarray and metabolome analyses suggest that Tyr-Trp facilitated NE synthesis and metabolism through Tyr and Trp metabolism. We used only one type of AD mouse model for validation, so the full extent of the effect of Tyr-Trp and its detailed mechanism of action should be elucidated by performing additional validations with transgenic AD mouse models that develop the disease spontaneously as well as other mouse models of dementia. In conclusion, Tyr-Trp specifically enhanced brain NE metabolism and alleviated the memory impairment caused by Aβ peptide in an animal model.

## Supporting information

S1 Fig qFARMS principal component analysis with all sample data. Red indicates the Sham group. Black indicates the Aβ group. Blue indicates the Aβ+YW group.
(TIF)

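In a principal component analysis of all probe sets on the 14 arrays, the first 3 components held 30.4%, 18.6% and 12.7% of the variance. The groups overlapped on the first component, where Sham arrays lay between -4.43 and 4.80, Aβ arrays between -7.03 and 1.02 and Aβ+YW arrays between -1.20 and 4.85. Aβ+YW array 2 lay farthest out on the second component, at 6.71, and on the third, at -5.88. Mmp13, a collagenase gene of bone and cartilage, was at 9.72 on that array and between 5.79 and 6.21 on the other 13. On the fourth component the 4 Sham arrays lay between 1.53 and 3.17, above Aβ array 1 at 0.89 and the other 9 arrays below 0. Without Aβ+YW array 2 the first component held 35.4%.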

S2 Fig qFARMS principal component analysis without G1.2 data of the Sham group. Red indicates the Sham group. Black indicates the Aβ group. Blue indicates the Aβ+YW group.
(TIF)

S3 Fig Effects of the oral administration of 39 Tyr-containing dipeptides, Tyr, and Vehicle on norepinephrine (NE) and normetanephrine (NM) concentrations in the cerebral cortex (Cx). (a) NE concentration in the Cx at 30 min after oral administration. (b) NM concentration in the Cx at 30 min after oral administration. Values are means ± S.E.M. (*n* = 3). Differences between groups were analyzed with one-way analysis of variance followed by Dunnett’s test. There were no significant differences vs. Vehicle.
(TIF)

S1 Table Complete optimized target list.

S2 Table Significant KEGG pathways detected by DEGs that were upregulated in the Aβ group compared with the Sham group and downregulated in the Aβ+YW group compared with the Aβ group.

S3 Table Significant KEGG pathways detected by DEGs that were downregulated in the Aβ group compared with the Sham group and upregulated in the Aβ+YW group compared with the Aβ group.

S4 Table p(corr) absolute values of the loading S-plot.

S1 File DEGs detected by DNA microarray.

S2 File Metabolome analysis data.

How the deposited data were processed for this re-analysis (not part of the article)

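RNA of the cerebral cortex of 14 male ddY mice, 4 Sham, 5 Aβ and 5 Aβ+YW, was measured on 1 Clariom S Mouse array each. The authors normalized the probe intensities by quantiles, summarized them with FARMS and deposited log2 values of 22206 probe sets. The study's methods name 15 arrays and 1 omitted Sham array. In GEO's labels the Sham arrays are numbered 1 to 4, and their values equal the columns G1.1, G1.3, G1.4 and G1.5 of S1 File. The platform table names a gene for 19572 probe sets, with 19505 symbols, and none for 2634. Of the 753 varying probe sets it names 632, S1 File alone names 63, and 58 have no name.

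Differences between group means were computed from the deposited values without further scaling, in 1 limma model (R 4.3.3, limma 3.58.1) of the 3 groups, with p-values adjusted by Benjamini and Hochberg and a threshold of 0.05. The fit of all probe sets is the one set first, and that of the varying ones, with an SD of at least 0.05 over all arrays, was one of its alternatives. Rank products of all pairwise differences were written out in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), with 100 permutations of the probe sets within arrays, seed 7 and a false discovery rate under 0.05 in each direction. Named genes were compared by exact permutation of the arrays, two-sided, over 126 splits or more.

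Gene lists were tested with camera at a preset correlation of 0.01, on 1 value per gene symbol, the mean of the probe sets that the platform table names. Members of lists were tested in limma on the same values, over all genes, over the varying genes or over the list alone, and the calls over the varying genes were counted again under the other choices after the data had been seen. For Ccl19 that is 1 of its 6 probe sets, with a difference between Aβ and Sham of 0.21. The adjustment runs over 36 lists and 3 comparisons. These lists come from general knowledge and were fixed, with the tests, the alternatives and the rule for named genes, before the data were examined, but S1 File had been read by then. A list of bone cells was added later and tested apart. The lists were also tested with a correlation estimated from the residuals and with fry. List enrichment among rank products calls was tested by Fisher's exact test, two-sided, over named genes and over varying named genes.

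The rule names each gene that the study names from the arrays, and in each comparison and direction the 8 genes with the largest difference among those with an adjusted p under 0.05 in limma. Where fewer pass it names those, then the lowest p up to 5, and it names the 4 members of a list with the lowest p. The same rule was applied to the varying probe sets after the data had been seen. Positions of genes on chromosomes are from GRCm38.p6. The means of the lists were also computed with each array left out, after the data had been seen.

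Calls shared by both comparisons were set beside 100 simulations of 3 groups drawn around 1 mean from the residuals of whole arrays. A first form of this simulation kept the real Aβ arrays and was replaced after its result had been seen. They were also set beside 20 splits of the Aβ arrays into 2 and 3, and beside 20 simulations without a group effect. Other splits of the samples were drawn 100 times, and the enrichments of 6 lists among opposed calls were computed on the regrouped arrays. For probe sets called in both comparisons with the Aβ arrays split, the odds ratio of opposed directions was computed with 0.5 added to each count, and on the regrouped arrays as its median over 20 splits.

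The steps were tested on simulated data for Aβ against Sham with 50 probe sets changed at each log2 difference. For limma the changed probe sets were drawn from the varying ones alone, and the change was added to values already summarized. The recovery by limma thus tells nothing of changes in flat probe sets. Limma over 22206 probe sets recovered 34%, 70%, 86% and 96% at differences of 0.25, 0.5, 1 and 2, with 9 calls outside the changed ones, and over 753 varying probe sets 62%, 86%, 94% and 100%, with 9. Rank products over 22206 probe sets recovered 100% at each difference with 0 calls outside when all probe sets had 1 SD. With the SD of each probe set they recovered 92%, 98%, 100% and 100%, with 256 calls outside. Camera over 19505 genes and 37 lists called the ribosomal list after 24 members were lowered by 0.2 (adjusted p = 1.67e-14) and 0 other lists. The noise in that test was independent between genes. It therefore cannot show how often camera calls a list whose genes vary together without a group effect.

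The alternatives were only the 2 groups compared, an intensity trend with a robust prior, dim probe sets (under the 25th percentile of the mean) or flat ones left out, quantile normalization again, centring of each array on its median, array weights, the replicate number as a block, each array left out, an unequal-variance t test of each probe set, the kind of test that S1 File lists, and 2 components of region markers as covariates. The markers are those of the striatum, thalamus, hypothalamus, olfactory bulb, midbrain dopamine neurons, hippocampus, cerebellum and choroid plexus without the genes that the study names. A second set of 35 markers, outside the dopamine and catecholamine lists, was chosen later for Th, Ddc and Drd2. It holds varying markers only, while the first set also holds flat ones, scaled to the same variance. Flat markers thus weigh as much as varying ones in the components of the first set. The values of a gene differ between these 2 settings. Figures were drawn with matplotlib 3.10.9. The metabolome and behaviour data of the study were not analysed here.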

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

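All tests of the catecholamine genes and of Ccl19 below and that of the opposed calls by their directions were chosen after the results had been seen, and the other tests of the opposed calls before. Chance alone gives about 1 far array in 20 groups, and 14 were found in 168 groups tested.

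An array stood far from the others of its group, measured as its gap to the nearest array over the range of the group, for Ccl19 in the Sham group (highest array, 0.869) and in the Aβ+YW group (highest, 0.858), Ddc in the Aβ group (highest, 0.719), and in the Aβ group also for the list values of catecholamine synthesis (highest, 0.777), the hypothalamus (highest, 0.902) and the cerebellum (highest, 0.899). The bone cell list had such an array in the Aβ+YW group (highest, 0.976). Among the other named genes these were R3hdm4 (lowest, 0.866), Atxn2 (lowest, 0.725), Rps27rt (highest, 0.824), Cd59a (lowest, 0.787) and Slc18b1 (highest, 0.716) in the Aβ group and Lcn2 (lowest, 0.864) and Prrt1 (highest, 0.784) in the Aβ+YW group. Outside the genes that the paper discusses, and chosen after their values were seen, Gabra6, a gene of cerebellar granule cells, was at 7.82 on Aβ array 5 and at 5.51 or below on the other 13. Mmp13 was at 9.72, Ibsp, a bone matrix gene, at 7.96 and S100a8, a gene of neutrophils, at 6.68 on Aβ+YW array 2, where the highest of the other 13 arrays were at 6.21, 5.98 and 5.79.

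Th, Ddc and Drd2 had higher means in Aβ+YW than in Aβ, by 0.63, 0.30 and 0.70. The covariates were 2 components of 35 region markers outside the dopamine and catecholamine lists, holding 47.5% and 19.3% of their variance. With them Drd2 went to -0.39 (standard error 0.226), a removal of 156%, so tissue of neighbouring brain regions in the dissected cortex may account for Drd2. This adjustment cannot decide against an effect of Tyr-Trp on Drd2. The same components also turned Ccl19, which is not a region marker, from -0.55 to 0.28 between Aβ+YW and Aβ. Ddc went to 0.0369 (standard error 0.118), a removal of 87.7%, and Th to 0.34 (standard error 0.354), a removal of 45.3%, and for these 2 genes such tissue cannot be told apart from an effect of Tyr-Trp apart from the region markers, since 0.5 times each difference lies within 2 standard errors of what remained. The mean of the 3 after this adjustment, -0.00412 (standard error 0.123), decides nothing, as its members go both ways. An effect of Tyr-Trp that also moves the region markers was not tested.

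Ccl19 was higher in Aβ than in Sham and lower in Aβ+YW than in Aβ by rank products, without passing in limma or the exact permutation test. A candidate explanation is a variant of the Ccl19 region of chromosome 4 that segregates in this outbred stock. The 5 highest arrays of Ccl19 are shared by 14 varying probe sets beside its own 6 (0.373 by chance for independent probe sets). Of the 14, 5 have no gene name, and the 7 genes that the other 9 name all lie on that chromosome. The chromosome holds 34 other varying probe sets with a name. An immune response to Aβ that Tyr-Trp reduces cannot be told apart from such a variant. Between the groups lay 18.1% of the variance of Ccl19, and the number of mice is small. Of 36 chemokines other than Ccl19 and Ccl27a, 2 varied. The Ccl27a probe set is numbered next to a Ccl19 probe set, so these 2 genes may not be separate evidence. Ccl27a did not share all of the 5 highest arrays. Genotypes of the mice were not used here.

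Many genes were called lower or higher in Aβ and the opposite in Aβ+YW by rank products. The null distribution of rank products takes all probe sets as equally variable. Arrays simulated without a group effect, each probe set with its own SD, gave a median of 237 opposed calls, against 390 in the data. The simulated comparisons share their Aβ arrays too, so the null and the sharing together may account for a large part of them. Groups simulated from the residuals of whole arrays gave fewer, with medians of 75 higher and 48 lower in Aβ, against 181 and 209 in the data. With the Aβ arrays split, the 2 comparisons share no array. The odds ratio of opposed directions among probe sets called in both then had a median of 12.0 (1.74 at the lowest). Sharing cannot give this remainder. The remainder cannot be told apart from chance, since regrouped arrays, with a median of 1.22, reached 12.0 in 7 of 100 regroupings. The bound of 1.5 set beforehand for opposed over other calls was passed at a median of 3.89 (1.68 at the lowest). It was a low bound, as unequal numbers of calls in the 2 directions alone give a median of 1.36 and up to 1.60. An effect of Tyr-Trp opposite to that of Aβ stays open, with a correlation below 0 in 20 of 20 such splits, though arrays given other group labels reached a correlation as low in 10 of 100 regroupings.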

How the results depend on the processing

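The settings that leave flat probe sets out together with a further choice, those that leave flat genes out of the list tests, those of the opposed counts at a stricter threshold or without flat probe sets, those of the ribosomal enrichment and the principal components, and the region markers outside the dopamine and catecholamine lists were chosen after the results had been seen. Under an alternative setting 2462 values kept their direction and their side of the threshold or stayed near the value reported, while 116 were weaker, 81 stronger, 103 moved and 55 reversed, and the cause of the changes below was not tested. Of 92 results for named genes, 71 changed sign under no setting.

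In limma over all probe sets, the count between Aβ and Sham, 0 as reported with 1371 at an unadjusted p under 0.05, was 15 with an intensity trend and robust prior, 13 without dim probe sets, 87 without flat ones and 9 with arrays centred on their median (7 higher and 2 lower). Between Aβ+YW and Aβ it was 2 with the trend and 0 under the other settings. Between Aβ+YW and Sham the 4 calls became 12 with the trend, 40 without flat probe sets, 1 with quantile normalization again, 10 with the region marker components as covariates, and 0 with only the 2 groups compared or by an unequal-variance t test of each of the 22206 probe sets, the kind of test that S1 File lists. At an unadjusted p under 0.05 in limma, quantile normalization again gave 49 higher and 5267 lower probe sets between Aβ+YW and Aβ, against 640 and 506 as deposited, and 127 higher and 3238 lower between Aβ+YW and Sham, against 868 and 575. The same setting gave 428 higher and 305 lower between Aβ and Sham, against 749 and 622, and centring gave 135 and 126 there, 51 and 70 between Aβ+YW and Aβ, and 138 and 111 between Aβ+YW and Sham. Among the varying probe sets, the 87 calls between Aβ and Sham became 10 with only the 2 groups compared and 143 with array weights, the 0 between Aβ+YW and Aβ became 1 with the region covariates, and the 40 between Aβ+YW and Sham became 0, 67 and 118 under the same 3 settings.

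Rank products called 5, 13 and 5 probe sets in the 3 comparisons once the flat ones were left out, which removes most of the probe sets that are ranked. A split of the Aβ arrays leaves 2 or 3 of them in each comparison, so its counts are not on the same footing as those of 5. The 181 opposed calls higher in Aβ became 1 without flat probe sets, a median of 21.5 with the Aβ arrays split, and 0 by limma. The 209 lower in Aβ became 2, 126 and 0 under the same settings and 104 at a false discovery rate under 0.01. The correlation of fold changes had a median of -0.348 with the Aβ arrays split. The enrichment of ribosomal proteins among the opposed calls had p = 1 by Fisher's exact test without flat probe sets, where 2 genes were called and 0.0762 of the list would be expected among them, so that test decides nothing.

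For the ribosomal list, camera between Aβ and Sham gave an adjusted p of 0.0724 with an estimated correlation and 0.798 when flat genes were also left out. Between Aβ+YW and Aβ its adjusted p was 0.551 with an estimated correlation, 0.527 by fry, 0.185 without flat genes, 0.941 and 0.523 without them and with an estimated correlation or fry, and 0.904 in the reversed direction with the region covariates. Catecholamine synthesis passed between Aβ and Sham with centring (1.90e-04) and reversed with the region covariates (0.625), and between Aβ+YW and Aβ it passed with quantile normalization again (0.0127) and with centring (1.78e-15) and reversed with the region covariates (0.882). The receptors reversed between Aβ and Sham with centring (0.346) and without flat genes (0.899, and 0.941 and 0.917 with an estimated correlation or fry), and between Aβ+YW and Aβ they passed with centring (1.11e-06) and reversed with the region covariates (0.683). The chemokines passed between Aβ and Sham with quantile normalization again (0.0202) and reversed between Aβ+YW and Aβ with centring (0.757). Both scalings move the flat genes together, and camera then called many other lists too, so a pass or reversal under them decides little for a list. The striatal list reversed between Aβ+YW and Aβ with the region covariates (0.197), which hold striatal genes themselves.

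Of the other lists, 2 were called by camera between Aβ and Sham, and this became 0 with an estimated correlation or by fry, 1 with only the 2 groups compared, with the region covariates or without flat genes, 5 with quantile normalization again and 15 with centring. Camera called 3 between Aβ+YW and Aβ, which became 0 with an estimated correlation, 1 by fry or with the region covariates, 12 with quantile normalization again, 15 with centring and 6 without flat genes. It called 2 between Aβ+YW and Sham, which became 0, 1, 9 and 18 in the same order. Without flat genes and with an estimated correlation or fry, 0 were called in each comparison.

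With the region marker components as covariates, the log2 difference of Drd2 reversed to 0.33 between Aβ and Sham and to -0.26 between Aβ+YW and Aβ, where Ccl19 reversed to 0.20, Ccl27a to 0.0340, Rpl23a to -0.00665, Rpl26 to -0.13 and Rpl31 to -0.0478. Between Aβ+YW and Sham, Ccl19 reversed to 0.37 and Ccl27a to 0.0388. These components rest on flat markers as well as varying ones. With the region markers outside the dopamine and catecholamine lists, the mean of Th, Ddc and Drd2 between Aβ+YW and Aβ went to -0.00412, over 0.34 for Th, 0.0369 for Ddc and -0.39 for Drd2. Flat genes reversed with the scaling of the arrays, which moves them together and so tells nothing of a single gene. With quantile normalization again, Qdpr went to -0.00142 between Aβ+YW and Aβ and to -0.00313 between Aβ+YW and Sham, Prdm6 to 2.13e-04 between Aβ and Sham, Gml to -6.98e-05, Myom3 to -0.00158, Prdm6 to -4.01e-04 and Fut1 to -3.85e-04 between Aβ+YW and Aβ, and Bco1 to -2.77e-04 between Aβ+YW and Sham. With centring, Qdpr went to 4.31e-04, -0.00105 and -6.21e-04 in the 3 comparisons, Rps3a1, Fau and Prdm6 to 4.91e-04, 5.08e-04 and 5.07e-04 between Aβ and Sham, Gml, Myom3, Prdm6 and Fut1 to -0.00123, -0.00123, -0.00123 and -0.00123 between Aβ+YW and Aβ, and Bco1 to -7.04e-04 between Aβ+YW and Sham.

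Each array was left out in turn. In limma over all probe sets the counts ran from 0 to 19 between Aβ and Sham (19 without Sham array 1 and 6 without Aβ array 3) and from 0 to 4 between Aβ+YW and Sham (2 without Sham array 1, 4 without Aβ array 3 and 0 without any other). Among the varying probe sets they ran from 25 to 115 between Aβ and Sham (25 without Sham array 2 or 4, 28 without Aβ array 1 or 4, 34 without Aβ array 2 and 54 without Aβ array 5), from 0 to 2 between Aβ+YW and Aβ (1 without Sham array 2 or Aβ+YW array 2 or 4, and 2 without Aβ+YW array 3) and from 6 to 44 between Aβ+YW and Sham (14 without Sham array 2, 6 without Sham array 4, 7 without Aβ+YW array 3 and 23 without Aβ+YW array 5). The opposed calls lower in Aβ ran from 125 to 252 (133 without Sham array 2 and 125 without Sham array 4), those higher in Aβ from 132 to 197, and the correlation of fold changes from -0.712 to -0.536. The ribosomal list between Aβ+YW and Aβ ran from an adjusted p of 1.03e-05 to 0.0915 in camera (0.0915 without Aβ array 4 and 0.0882 without Aβ+YW array 5). Catecholamine synthesis between Aβ and Sham ran from 0.402 to 0.974 and reversed without Sham array 2 (0.717), Sham array 4 (0.941), Aβ array 1 (0.974) or Aβ array 4 (0.929). The other lists called ran from 0 to 5 between Aβ and Sham (1 without Sham array 2 or 3 or Aβ array 5, 0 without Sham array 4 and 5 without Aβ array 3) and from 1 to 4 between Aβ+YW and Sham (1 without Sham array 3 or Aβ+YW array 4 and 4 without Aβ array 3). The striatal list passed without each array except Aβ array 1 (0.0926), and the cortical projection neurons without each except Sham array 4 (0.244). The astrocyte list did not pass without Sham arrays 2, 3 or 4 (0.138, 0.137 and 0.141) or Aβ arrays 1 or 5 (0.0831 and 0.116). The first principal component held from 28 to 35.4%. Drd2 between Aβ and Sham ran from -0.33 to 0.29 and was above 0 without Sham array 2 (0.0176), Sham array 4 (0.0761) or Aβ array 1 (0.29). Rpl26 between Aβ+YW and Aβ ran from -0.0216 to 0.0913 and was below 0 without Aβ array 1 (-0.0216), 4 (-0.0203) or 5 (-0.0165) or Aβ+YW array 2 (-0.00859), 4 (-0.00354) or 5 (-0.00371). Between Aβ+YW and Sham, Ccl19 ran from -0.32 to 0.12, Ccl27a from -0.0637 to 0.0223 and Ddc from -0.0213 to 0.21, and each of the 3 changed sign without Sham array 1 (to 0.12, 0.0223 and -0.0213).

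The groups share replicate numbers in GEO's labels, and whether arrays with the same number deviate together is open. Sham arrays 2, 3 and 4 equal the columns G1.3, G1.4 and G1.5 of S1 File, so these numbers are not the study's own. A block by number thus rests on GEO's labels alone. The correlations of their deviations from the group means were 0.522, 0.252, 0.0773 and 0.0544 between Aβ and Sham, 0.163, -0.236, 0.0584, 0.201 and -0.0784 between Aβ+YW and Aβ, and 0.103, -0.319, 0.136 and 0.347 between Aβ+YW and Sham, 10 of 13 above 0. Of the 120 ways to pair the arrays of 2 groups, a mean correlation at least as high was reached in 14, 57 and 42 in the same order, by a test chosen after the results had been seen. With the number as a replicate block, limma called 23 varying probe sets between Aβ and Sham and 0 between Aβ+YW and Sham, 0 of all probe sets between Aβ+YW and Sham, and camera called 1 other list between Aβ and Sham.

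The summary of the probes limits what can be seen, since 96.6% of the probe sets have nearly the same value on each array and a change in such a gene leaves almost no difference in the deposited values.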

Differences from the paper's values

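The opposed counts at a false discovery rate under 0.01 or without flat probe sets were chosen after the results had been seen, and the other tests of this part before. The paper's values for Qdpr, Rpl23a, Rpl26 and Rpl31 are from its columns of RMA values, another summary of the probes than the qFARMS values used here, and each value here is from the qFARMS values. For Qdpr the paper's log2 difference between Aβ and Sham is -0.101 and the value here is -6.81e-05, and between Aβ+YW and Aβ the paper's is 0.183 and the value here 1.37e-04. For Rpl23a between Aβ and Sham the paper's is -0.367 and the value here -0.20. For Rpl26 between Aβ+YW and Aβ the paper's is -0.00722 and the value here 0.0107. For Rpl31 between Aβ and Sham the paper's is -0.235 and the value here -0.14. The alternatives set before the data were examined keep the qFARMS summary, and none of them was compared with the RMA values.

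The paper lists Drd2 as lower in Aβ than in Sham. Rank products run here on the same values give Drd2 a false discovery rate of 0.00365 for higher and 0.0534 for lower, where the paper's are 0.0494 and 0.0423, and the difference of the means is -0.09, in the direction the paper gives. The paper lists Ccl27a as not changed between Aβ and Sham in S1 File, with a false discovery rate for higher of 0.0541 as the paper's value, where rank products here give 0.0133, and both list it as lower in Aβ+YW than in Aβ. The counts of rank products calls lie within 1.5 times the paper's in each direction and comparison. They lie beyond that without flat probe sets and, for the opposed calls, with limma in place of rank products (0), at a false discovery rate under 0.01 for those lower in Aβ (104, where the paper's count is 179) and with the Aβ arrays split for those higher in Aβ (a median of 21.5, where the paper's count is 153).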

Other observations

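The split counts for rank products calls, opposed calls, the odds ratio of directions, the list enrichments, the ribosomal list between Aβ+YW and Sham, the receptors, the chemokines and the striatum, the list of bone cells, the list means with each array left out, the list tests without flat genes and the naming of genes within the varying probe sets were chosen after the results had been seen, and the other tests before.

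Against the Sham group, the Aβ+YW group had higher Cfap126, a gene of motile cilia, by 0.44 (standard error 0.0770, adjusted p = 0.0157 from limma over the varying probe sets). Slc50a1, a sugar transporter gene, was higher by 0.31 (adjusted p = 0.0157), Rnf167, a ubiquitin ligase gene, by 0.30 (adjusted p = 0.0163), Pfn1 by 0.35 (adjusted p = 0.0224) and Slc18b1 by 0.32 (adjusted p = 0.0455), and R3hdm4, Cuta and Wdr83os by 0.35, 0.34 and 0.33. Psma3, a proteasome subunit gene, fell by 0.24 (adjusted p = 0.0157), Cisd1, a gene of a mitochondrial iron-sulfur protein, by 0.16 (adjusted p = 0.0224), and Rpl9, Rps14 and Rpl41 by 0.40, 0.31 and 0.22. Each of these 13 genes lay beyond all 4 Sham arrays in 5 of 5 Aβ+YW arrays. The 40 calls over the varying probe sets in this comparison became 0 with only the 2 groups compared or with the replicate number as a block. They became 6 without Sham array 4 and 7 without Aβ+YW array 3, but 67 with array weights and 118 with the region covariates. Over all probe sets limma called 4, Rnpc3 (0.19, standard error 0.0255), Apc (-0.10), and the flat Cabcoco1 (0.00254) and Fau (-2.13e-05), each at an adjusted p of 0.0466, with 868 higher and 575 lower at an unadjusted p under 0.05, while Slc50a1, Alg3 (0.29), Psma3, Cisd1 and the flat Bco1 (2.24e-05) and Rps3a1 (-3.25e-05) did not pass there.

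Oligodendrocyte genes were higher in Aβ+YW than in Aβ for 12 of 12 varying members, by a mean of 0.21 (0.15 to 0.26 with each array left out), with Cnp at 0.23 (standard error 0.0810), Mal at 0.16, Opalin at 0.30 and Trf at 0.26, none of which passed alone. Camera called the list (adjusted p = 4.84e-08), but not with an estimated correlation (adjusted p = 0.486), by fry (adjusted p = 0.246) or with the region covariates (adjusted p = 0.685), with a range of 2.81e-05 to 0.941 over the alternatives, and between Aβ+YW and Sham the mean was 0.17 (adjusted p = 4.73e-04, and adjusted p = 0.561 with an estimated correlation, in a range of 0.0387 to 0.941). Between Aβ and Sham, genes of cortical projection neurons were higher for 5 of 5 varying members, by a mean of 0.18, and 0.10 without Sham array 4 (adjusted p = 0.0182, and adjusted p = 0.491 with an estimated correlation, in a range of 0.0534 to 0.941), with Fezf2 at 0.33, Neurod6 at 0.25, Tbr1 at 0.18 and Lamp5 at 0.09, and between Aβ+YW and Aβ the mean was -0.19. Astrocyte genes were lower for 3 of 3, by a mean of -0.11, and from -0.14 to -0.0806 with each array left out (adjusted p = 0.0362, and adjusted p = 0.340 with an estimated correlation, in a range of 0.197 to 0.941), with Kcnj10 at -0.14, Slc1a2 at -0.10 and Aqp4 at -0.09. The activity-regulated genes had a mean of -0.08 between Aβ+YW and Sham (adjusted p = 0.0182, and adjusted p = 0.528 with an estimated correlation, in a range of 0.00220 to 0.941). Fry called the endothelial list between Aβ+YW and Aβ and the list of amyloid and Alzheimer genes between Aβ+YW and Sham (adjusted p = 0.0468 each), which camera did not (adjusted p = 0.196 and 0.0574). The bone cell list had a mean of 0.54 over its 6 varying members between Aβ+YW and Aβ, higher for 6 of 6, which was 0.0262 without Aβ+YW array 2, and did not pass in camera, where it was tested apart from the others.

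Each count below is the number of splits into groups of the same sizes that give a result as extreme, the real one included, of 100 drawn. The 2 groups compared were split with the other group kept, or left out for rank products, and all 3 groups were regrouped for opposed calls, correlations, the odds ratio and the list enrichments. The shares are not adjusted for the number of these tests, so a share under 0.05 does not exclude chance by itself. For limma calls over all probe sets between Aβ+YW and Sham it was 1 of 100 (real 4, most extreme other 2). For those over varying probe sets it was 2 of 100 between Aβ and Sham (real 87, most extreme other 89). Between Aβ+YW and Sham it was also 2 of 100 (real 40, most extreme other 74). For rank products calls it was 4 of 100 between Aβ and Sham (real 673, most extreme other 709) and 1 of 100 between Aβ+YW and Sham (real 702, most extreme other 678). For the opposed calls lower in Aβ it was 2 of 100 (real 209, most extreme other 223). By camera's unadjusted p the share for the ribosomal list was 1 of 100 between Aβ and Sham (real 4.25e-25, most extreme other 1.37e-23). Between Aβ+YW and Sham it was also 1 of 100 (real 5.32e-16, most extreme other 2.99e-13). Between Aβ+YW and Aβ the share was 4 of 100 for the oligodendrocytes (real 1.34e-09, most extreme other 7.89e-14). It was 4 of 100 for the activity-regulated genes (real 9.12e-08, most extreme other 4.47e-13). At a share of 0.05 or more, chance cannot be excluded for the probe sets at an unadjusted p under 0.05 in limma between Aβ and Sham, 25 of 100 (real 1371, most extreme other 2329), and between Aβ+YW and Aβ, 41 of 100 (real 1146, most extreme other 1941), or for the varying ones there, 10 of 100 (real 72, most extreme other 181). Nor can it for rank products calls between Aβ+YW and Aβ, 6 of 100 (real 698, most extreme other 745), the opposed calls higher in Aβ, 14 of 100 (real 181, most extreme other 289), the correlation of fold changes, 20 of 100 (real -0.642, most extreme other -0.832), that with the Aβ arrays split, 10 of 100 (real -0.315, most extreme other -0.485), the odds ratio of opposed directions with them split, 7 of 100 (real 12.0, most extreme other 30.7), or, by the p of Fisher's exact test, the enrichment among opposed calls of the ribosomal list, 6 of 100 (real 1.38e-27, most extreme other 8.46e-41), the hypothalamus, 9 of 100 (real 3.77e-11, most extreme other 1.11e-13), the striatum, 38 of 100 (real 5.33e-06, most extreme other 4.55e-25), catecholamine synthesis, 10 of 100 (real 1.15e-06, most extreme other 1.79e-08), the activity-regulated genes, 13 of 100 (real 1.35e-11, most extreme other 2.39e-21), or the chemokines, 22 of 100 (real 0.0370, most extreme other 5.83e-04). By camera's unadjusted p it cannot be excluded between Aβ+YW and Aβ for the ribosomal list, 20 of 100 (real 3.53e-04, most extreme other 1.36e-15), catecholamine synthesis, 28 of 100 (real 0.0767, most extreme other 1.75e-05), the receptors, 42 of 100 (real 0.461, most extreme other 0.0242), the chemokines, 34 of 100 (real 0.347, most extreme other 0.0432), or the striatum, 17 of 100 (real 7.67e-05, most extreme other 1.49e-11), or between Aβ and Sham for the chemokines, 35 of 100 (real 0.110, most extreme other 0.00260).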
